# Interleukin-15 deficient rats have reduced osteopontin at the maternal-fetal interface

**DOI:** 10.3389/fcell.2023.1079164

**Published:** 2023-04-20

**Authors:** Kelly J. Baines, Michelle S. Klausner, Violet S. Patterson, Stephen J. Renaud

**Keywords:** natural killer cells, decidua, osteopontin, placenta, trophoblast, interleukin-15

## Abstract

**Introduction:** Uterine Natural Killer (NK) cells are the predominant immune cells within the decidua during early pregnancy. These cells are thought to regulate aspects of decidualization and placental development, but their functions remain poorly characterized, especially in species with deeply invading trophoblasts such as humans and rats. Interleukin-15 (IL-15) is a cytokine required for NK cell development and survival. IL-15 mutant (*IL15Δ/Δ*) rats lack NK cells and exhibit altered placental development with precocious trophoblast invasion. In this study, we profiled gene expression differences between wild-type and *IL15Δ/Δ* implantation sites to reveal candidate factors produced by uterine NK cells that may regulate placentation and trophoblast invasion.

**Methods:** Clariom S gene expression profiling was performed using implantation sites collected from pregnant wild-type and *IL15Δ/Δ* rats on gestational day 9.5. Levels and localization of perforin and osteopontin in implantation sites from wild-type and *IL15Δ/Δ* rats were further analyzed. The effect of osteopontin on the invasive capacity of rat trophoblasts was evaluated using Matrigel-based Transwell assays.

**Results:** There were 257 genes differentially expressed between wild-type and *IL15Δ/Δ* implantation sites on gestational day 9.5, including decreased expression of various NK cell markers in *IL15Δ/Δ* rats, as well as *Spp1*, which encodes osteopontin. In wild-type rats, osteopontin was present within the decidua basalis and adjacent to the primitive placenta, and osteopontin colocalized with the NK cell marker perforin. Osteopontin was also detectable in uterine glands. Conversely, in *IL15Δ/Δ* rats, osteopontin and perforin were not readily detectable in the decidua despite robust osteopontin levels in uterine glands. Neutralization of osteopontin in media conditioned by cells isolated from the decidua decreased invasion of rat trophoblasts, suggesting that reduced levels of osteopontin are unlikely to account for the precocious trophoblast invasion in *IL15Δ/Δ* rats.

**Conclusion:** Osteopontin is expressed by NK cells at the maternal-fetal interface in rats and may contribute to modulation of trophoblast invasion.

## 1 Introduction

Decidualization involves morphological and functional changes to the uterine endometrium to support embryo implantation, and is a vital process for humans, rodents, and other species possessing hemochorial placentation. Decidualization is characterized by transformation of endometrial stromal cells into epithelioid decidual stromal cells, maturation of uterine glands, and a robust accumulation of immune cells. In particular, uterine natural killer (NK) cells are the predominant immune cells that populate the decidua in both humans and rodents during early pregnancy, comprising over 70% of uterine leukocytes (Jabrane-Ferrat, 2019). Uterine NK cells are found in close proximity to spiral arteries (the feeder vessels of the placenta) and are thought to be important for placental and decidual development (Cerdeira et al., 2013). Studies using mouse models strongly suggest that NK cells are active participants in remodeling spiral arteries to promote increased blood flow to the placenta prior to rapid fetal growth in late gestation (Charalambous et al., 2012; Moffett and Colucci, 2014; Filipovic et al., 2018). The role of uterine NK cells at the maternal-fetal interface in other species, such as rats and humans, is less clear since deeply-invading trophoblasts emanating from the placenta are chiefly responsible for spiral artery remodeling in these species (Soares et al., 2012). It has been proposed that uterine NK cells prepare spiral arteries for the arrival of invading trophoblasts, or help control the extent of trophoblast-directed remodeling, but the mechanisms are poorly understood (Pijnenborg et al., 1981; Lash et al., 2010; Wallace et al., 2012; Gaynor and Colucci, 2017). Since dysregulated trophoblast invasion is highly associated with serious pregnancy complications in humans including early-onset preeclampsia and fetal growth restriction (hypo-invasion) and placenta accreta spectrum (hyper-invasion), deciphering how NK cells modulate the depth and extent of trophoblast invasion is of critical importance.

Interleukin-15 (IL-15) is a cytokine required for NK cell development and homeostasis. In the absence of IL-15, the number of NK cells (as well as other innate lymphoid cells including invariant NKT cells and TCRγδ T cells) is drastically reduced (Huntington et al., 2007; Gillgrass et al., 2014; DeGottardi et al., 2016). IL-15 interacts with a heterotrimeric receptor complex composed of a unique IL-15 receptor *α* subunit that binds with high affinity to IL-15, as well as a *β* subunit and common *γ* chain shared with the IL-2 receptor. To examine the role of uterine NK cells in the regulation of decidualization and placentation, several studies using mice have disrupted the gene encoding IL-15 or its receptor to generate NK cell-deficient animals. These studies describe uterine and placental abnormalities that result from an absence of uterine NK cells, including a hypocellular decidua and failed spiral artery remodeling (Ashkar et al., 2003; Barber and Pollard, 2003; Mori et al., 2016). An IL-15 mutant (*IL15Δ/Δ*) rat model has also been generated, which both complements and adds to findings from studies using IL-15 deficient mice (Renaud et al., 2017). At mid-gestation, *IL15Δ/Δ* rats have an expanded junctional zone (the portion of the rodent placenta where invasive trophoblasts arise) and dilated spiral arteries with increased internal luminal diameters compared to wild-type (WT) rats due to precocious trophoblast invasion (Renaud et al., 2017). The enhanced trophoblast invasion in *IL15Δ/Δ* rats is consistent with results using a transient NK cell depletion strategy involving systemic injection of asialo GM1 antibodies (Chakraborty et al., 2011), suggesting that the cause of the precocious trophoblast invasion in these models is due to reduced numbers of NK cells.

Since *IL15Δ/Δ* rats lack NK cells and exhibit hyper-invasive trophoblasts, we hypothesized that uterine NK cells produce factors that contribute to the regulation of trophoblast invasion. Herein, we performed gene expression profiling of rat WT and *IL15Δ/Δ* implantation sites on GD 9.5, a time when uterine NK cells are prevalent in the decidua and placentation is in its early stages, to deduce putative factors produced by uterine NK cells. We identified a variety of differentially expressed genes between WT and *IL15Δ/Δ* dams, most notably *Spp1*, the gene encoding the multifunctional phosphoprotein osteopontin (OPN). These findings advance our understanding of the role of IL-15 in regulating decidual immune cell function and placentation, and may potentially provide insight into mechanisms of placenta-related pregnancy complications associated with dysregulated trophoblast invasion.

## 2 Materials and methods

### 2.1 Animals

WT male (8–10 weeks old) Holtzman Sprague-Dawley rats were obtained from Envigo and bred with in-house generated WT or *IL15Δ/Δ* Holtzman Sprague-Dawley females (6–8 weeks old). Experiments involving isolation of decidual cells were conducted with WT Sprague-Dawley animals (Charles River). All animals were maintained in a 12 h light: 12 h dark cycle with water and food available *ad libitum*. Females were cycled by daily inspection of cells within the vaginal lavage and mated with a fertile male when in proestrus. Cells were identified under a microscope as outlined in Goldman et al. (2007). Gestational day (GD) 0.5 was defined as the day immediately following mating if spermatozoa were detected within the vaginal lavage. All protocols involving the use of rats were approved by the University of Western Ontario Animal Care and Use Committee, and procedures conducted in accordance with the Canadian Council on Animal Care.

### 2.2 Tissue collection

Pregnant dams were sacrificed on GD 9.5 using mild carbon dioxide inhalation until respiratory failure, followed by thoracotomy. Whole GD 9.5 implantation sites (referring to sites in the uterus containing decidualized endometrium along with nascent embryonic and extraembryonic structures) were collected and placed in sterile saline for cell isolation experiments. For immunohistochemistry, whole implantation sites were immersed in 10% neutral buffered formalin and then embedded in paraffin. For all other experiments, implantation sites were snap frozen in liquid nitrogen and stored at −80°C prior to analyses.

### 2.3 Clariom S gene expression array

RNA was isolated from 3 snap frozen GD 9.5 implantation sites randomly chosen from each of 3 WT and 3 *IL15Δ/Δ* rats at GD 9.5 (a total of 9 implantation sites per group). RNA was extracted by homogenizing whole implantation sites in RiboZol (VWR), followed by collection of the aqueous phase which was applied to RNeasy columns (Qiagen). Following DNase I (Qiagen) treatment, purified RNA (30 µg per sample) from the 3 implantation sites per dam were combined to generate 3 samples per group, and samples were submitted to Hamilton Health Sciences Centre (Hamilton, ON, Canada) for transcriptome analysis on a GeneChip Scanner 3000 using the Clariom S rat array (ThermoFisher Scientific), as previously described (Roberts et al., 2021). Samples were normalized using the SST-RMA (Signal Space Transformation- Robust Multiarray Analysis) data normalization algorithm to reduce background. Data files were generated and processed for analysis using Transcriptome Analysis Console Software 4.0 (ThermoFisher Scientific) to analyze global gene expression patterns. Gene ontology pathway analysis was completed using DAVID Functional Annotation Bioinformatics (Huang et al., 2009).

### 2.4 Quantitative RT-PCR

RNA was extracted from cells and tissues by lysing in RiboZol as directed by the manufacturer. Purified RNA was used to make cDNA using High-Capacity cDNA Reverse Transcription kit (ThermoFisher Scientific), diluted 1:10, and used for quantitative RT-PCR (qRT-PCR). Diluted cDNA was mixed with SensiFAST SYBR green PCR Master Mix (FroggaBio) and primers detailed in Table 1. To amplify DNA and detect fluorescence, a CFX Connect Real-Time PCR system (Bio-Rad Laboratories) was used. Cycling conditions involved an initial holding step (95°C for 3 min), followed by 40 cycles of two-step PCR (95°C for 10 s, 60°C for 45 s), and a dissociation step (65°C for 5 s, and a sequential increase to 95°C). To ensure decidual samples were not contaminated by uterine glands, samples with high expression (>5-fold increase compared to the mean of all samples) of the glandular marker *Foxa2* were excluded from further qRT-PCR analysis. The comparative cycle threshold (ΔΔCt) method was used to calculate relative mRNA expression, using the geometric mean of Ct values obtained from amplification of four genes (*Rn18s*, *Ywhaz*, *Actb*, and *Gapdh*) as reference RNA.

**TABLE 1:** Forward and reverse primers used for quantitative RT-PCR amplification.

Gene	Accession number	Forward sequence	Reverse sequence
*Rn18s*	NM_046237.1	5′-GCA​ATT​ATT​CCC​CAT​GAA​CG-3′	5′-GGC​CTC​ACT​AAA​CCA​TCC​AA-3′
*Actb*	NM_031144.3	5′-GCC​ATG​TAC​GTA​GCC​ATC​C-3′	5′-CTC​TCA​GCT​GTG​GTG​GTG​AA-3′
*Bmp4*	NM_012827.2	5′-GAA​GAA​CAT​CTG​GAG​AAC​ATC-3′	5′-GGG​CTT​CAT​AAC​CTC​ATA​AAT-3′
*Ccl5*	NM_031116.3	5′-CCT​TGC​AGT​CGT​CTT​TGT​CA-3′	5′- GAG​TAG​GGG​GTT​GCT​CAG​TG-3′
*Crym*	NM_053955.2	5′-GCT​GTT​GGA​GCC​AGT​AGA​CC-3′	5′-TCA​GCC​CCT​GAC​AAC​AGA​AC-3′
*Eomes*	XM_039082697.1	5′-TTC​ACC​CAG​AAT​CTC​CCA​AC-3′	5′-TGG​AAG​GCT​CAT​TCA​AGT​CC-3′
*Esrrb*	NM_001008516.3	5′- TGC​CTG​AAG​GGG​ATA​TCA​AG-3′	5′- TGC​CAG​CTT​GTC​ATC​ATA​GG-3′
*Foxa2*	NM_001399085.1	5′-ACG​GTG​CCA​TAG​CTG​ACT​TT-3′	5′- CAC​GGA​AGA​GTA​GCC​CTC​AG-3′
*Gapdh*	NM_017008.4	5′-AGA​CAG​CCG​CAT​CTT​CTT​GT-3′	5′-CTT​GCC​GTG​GGT​AGA​GTC​AT-3′
*Id2*	NM_013060.4	5′-TGA​AAG​CCT​TCA​GTC​CGG​TG-3′	5′-GAG​CTT​GGA​GTA​GCA​GTC​GT-3′
*Itgav*	NM_001398693.1	5′-TTC​CCT​GAA​GTC​ATC​CGC​TT-3′	5′-GAA​CCG​CCA​AGA​TGA​TCA​CC-3′
*Itga5*	NM_001108118.1	5′-AGG​TGA​CGG​GAC​TCA​ACA​AC-3′	5′-GGG​CAT​TTC​AGG​ACT​TGT​GT-3′
*Itgb1*	NM_017022.2	5′-GCC​AGT​GTC​ACC​TGG​AAA​AT-3′	5′-TGT​GCC​CAC​TGC​TGA​CTT​AG-3′
*Itgb3*	NM_153720.2	5′-TGA​CAT​CGA​GCT​GGT​GAA​AG-3′	5′-GTA​GCA​AGG​CCA​ATG​AGC-3′
*Prf1*	NM_017330.2	5′-GGC​ACT​CAA​GGA​ACC​TTC​C-3′	5′-CTC​AAG​CAG​TCT​CCT​ACC-3′
*Spp1*	NM_012881.2	5′-AGA​CTG​GCA​GTG​GTT​TGC​TT-3′	5′-TGT​AAT​GCG​CCT​TCT​CCT​CT-3′
*Tpbpa*	NM_172073.1	5′- TGG​AGA​GCG​GAG​ATG​AGA​TT-3′	5′- GGG​ACT​GGC​TAC​TGA​GTT​GG-3′
*Vim*	NM_031140.1	5′-ATG​CTT​CTC​TGG​CAC​GTC​TT-3′	5′-TGG​CAG​CCA​CAC​TTT​CAT​AC-3′
*Ywhaz*	NM_013011.3	5′-TTG​AGC​AGA​AGA​CGG​AAG​GT-3′	5′-CCT​CAG​CCA​AGT​AGC​GGT​AG-3′

### 2.5 Protein extraction and Western blotting

Total tissue protein was isolated by homogenizing snap frozen GD 9.5 implantation sites in radioimmunoprecipitation assay lysis buffer (50 mM Tris, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, pH 7.2) supplemented with protease inhibitor cocktail (Sigma-Aldrich). Homogenates were then sonicated (Sonic Dismembrator Model 100, ThermoFisher Scientific). To measure total protein concentrations, a modified bicinchoninic acid assay (Bio-Rad Laboratories) was used. Approximately 25 µg of tissue lysates were mixed with 4× reducing loading buffer (0.25 M Tris, 8% SDS, 30% glycerol, 0.02% bromophenol blue, 0.3 M dithiothreitol). Samples were boiled for 5 min and then subjected to SDS-polyacrylamide gel electrophoresis. Proteins were transferred to a nitrocellulose membrane, blocked with 3% bovine serum albumin (BSA) in TBS that contained 0.1% Tween-20, and then probed with primary antibodies specific for Perforin (PRF; TP251, 1:1000, Torrey Pines Biolabs) and Glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 5174, 1:1000, Cell Signaling Technology). Following incubation with species-appropriate, fluorescent dye-conjugated secondary antibodies (Cell Signaling Technology), protein signals were detected using a LI-COR Odyssey imaging system (LI-COR Biotechnology). Band intensities of target proteins were normalized to corresponding GAPDH signals using ImageJ software (Schneider et al., 2012).

### 2.6 Immunohistochemistry

Whole implantation sites on GD 9.5 were collected, fixed in 10% neutral buffered formalin, processed, paraffin-embedded, and sectioned at 5 µm thickness. Serial sections were deparaffinized in Histoclear (National Diagnostics) and rehydrated using increasing dilutions of ethanol washes. Formaldehyde crosslinks were fragmented by placing slides in Reveal Decloaker (Biocare Medical) at 95°C for 20 min. Following rehydration, endogenous peroxidases were blocked by treating tissues with 0.3% hydrogen peroxide in methanol. Sections were then permeabilized using 0.3% Triton-X and 1% BSA in PBS and blocked with 10% normal goat serum (ThermoFisher Scientific). Sections were immersed in primary antibodies specific for OPN (0.5 μg/mL, sc-21742, Santa Cruz Biotechnology) or PRF (2.5 μg/mL, TP251, Torrey Pines Biolabs) overnight at 4°C. Immersion of sections in 2.5 μg/mL rabbit IgG (in place of PRF) or 0.5 μg/mL mouse IgG_1_ (in place of OPN) were used as negative controls to ensure antibody specificity. Subsequently, for chromogenic staining, sections were incubated with species-appropriate biotinylated secondary antibodies, followed by Vectastain (Vector Laboratories). Color was developed using 3-amino-9-ethylcarbazole red (Vector Laboratories), counterstained with hematoxylin (Sigma-Aldrich) and mounted with Fluoromount-G mounting medium (Southern Biotech). For fluorescent staining, sections were incubated with species-specific Alexa 488-conjugated or Alexa 555-conjugated secondary antibodies followed by 4′,6-diamidino-2-phenylindole (DAPI) nuclear stain (ThermoFisher Scientific). Sections were imaged using a Nikon ECLIPSE Ni series microscope equipped with a Ds-Qi2 camera.

### 2.7 Isolation and culture of cells from the decidua

Whole implantation sites on GD 9.5 were collected in sterile saline and placed under a dissection microscope. After removing the nascent embryo and placenta, decidual tissue was isolated, minced, and then digested in Gentle Collagenase/Hyaluronidase in DMEM (07919, StemCell Technologies) for 2 h at 37°C with moderate agitation as per the manufacturer’s instructions. Digested tissue was passed through a 100 μm cell strainer, and the resulting single cell suspension was layered over Lymphoprep (StemCell Technologies). After centrifugation, the buffy coat containing platelets, leukocytes, and other mononuclear cells was carefully aspirated, washed, and resuspended in RPMI-1640 medium supplemented with 1% fetal bovine serum (FBS) and 10 ng/mL rat recombinant IL-15 (PeproTech). Cells were then placed in cell culture plates at 1.0 × 10^6^ cells/mL in a gas and temperature-controlled incubator (5% CO_2_, 37°C) for 24 h. After the incubation, conditioned media containing suspended cells were removed and centrifuged at 300 × g for 10 min. The supernatant was aliquoted and stored at −20°C as a source of decidual conditioned media and to measure levels of OPN. RNA was isolated from both the pelleted cells and the cells that adhered to the cell culture plate to evaluate expression of NK cell markers and *Spp1*.

### 2.8 Immunofluorescence

After resuspension, isolated decidual cells in suspension were fixed for 5 min in 4% paraformaldehyde, and then smeared and heat-fixed on gelatin-coated microscope slides. Cell smears were permeabilized using 0.3% Triton-X and 1% BSA in PBS, blocked with 10% normal goat serum (ThermoFisher Scientific), and immersed in primary antibodies specific for OPN (0.5 μg/mL, sc-21742, Santa Cruz Biotechnology) and PRF (2.5 μg/mL, TP251, Torrey Pines Biolabs) overnight. Slides were then incubated with Alexa 555-conjugated anti-rabbit secondary (ThermoFisher Scientific) and Alexa 488-conjugated anti-mouse secondary (ThermoFisher Scientific) antibodies for 1 h at room temperature. Nuclei were then stained with DAPI (ThermoFisher Scientific), and slides mounted with Fluoromount-G. Images were acquired using a Nikon ECLIPSE Ni Series microscope equipped with a Ds-Qi2 camera.

### 2.9 Enzyme-linked immunosorbent assay (ELISA)

The levels of OPN secreted into medium conditioned for 24 h by isolated decidual cells were determined by a Mouse/Rat OPN Quantikine ELISA kit (MOST00, R&D systems). The procedure was performed using a protocol provided by the manufacturer. The sensitivity of detection of this assay is 8.5 pg/mL.

### 2.10 Rat TS cell culture

Blastocyst-derived rat trophoblast stem (TS) cells were used to evaluate the effects of OPN on trophoblast cell invasion. Rat TS cells were generously provided by Michael Soares (University of Kansas Medical Center, Kansas City, KS), and were cultured as described previously (Asanoma et al., 2011). Briefly, TS cells were maintained in RPMI-1640 medium (ThermoFisher Scientific) supplemented with 20% (v/v) FBS (ThermoFisher Scientific), 100 μM 2-mercaptoethanol (Sigma-Aldrich), 1 mM sodium pyruvate (Sigma-Aldrich), 50 units/mL penicillin, 50 μg/mL streptomycin, fibroblast growth factor 4 (25 ng/mL; R&D Systems), activin A (10 ng/mL, R&D systems) and heparin (1 μg/mL; Sigma-Aldrich). 70% of the media was preconditioned by mitomycin C–treated mouse embryonic fibroblasts prior to being added to rat TS cells. Cells were maintained at 37°C with 5% CO_2_, and were subcultured by light trypsinization prior to reaching confluency. To induce differentiation, TS cells were cultured for 6 days as above but without mouse embryonic fibroblast-conditioned media, fibroblast growth factor 4, activin A, or heparin. Media were replenished daily.

### 2.11 Matrigel-based invasion assay

Transwells (6.5 mm, 8 µm pore, Greiner BioOne) were coated with growth factor-reduced Matrigel (BD Biosciences, 400 μg/mL diluted in serum free RPMI-1640 medium) for 3 h. Medium was removed prior to plating cells. Rat TS cells were differentiated for 6 days, and then approximately 1.0 × 10^4^ cells were placed in the Transwells on top of the Matrigel. Transwells were then positioned in wells containing decidual conditioned medium supplemented with either PBS, normal goat IgG (1 μg/mL, AB-108-C, R&D Systems), or an OPN neutralizing antibody (1 μg/mL, AF808, R&D Systems), and incubated for 24 h at 37°C, 5% CO_2_. After 24 h, excess cells and Matrigel were discarded from the top of the chamber using a cotton swab, and cells that invaded through to the underside of the Transwell were fixed in methanol and stained using Diff-Quik (GE Healthcare). Membranes were removed from the Transwell, placed on slides, and invaded cells counted under a microscope. For each condition, the total number of cells that invaded in 3 random fields of view per membrane was counted, and three independent membranes were used per experiment. Counts were averaged and normalized to the number of cells that invaded in the control condition to facilitate comparisons between experiments.

### 2.12 Statistical analysis

Clariom S analysis was described previously. When analyzing gene expression data in which multiple implantation sites were collected from each dam, statistical significance was determined by a linear mixed model using the lme4, lmerTest, and emmeans packages in R to control for potential litter effects, followed by a Tukey’s *post hoc* test for multiple comparisons (Bates et al., 2014; Kuznetsova et al., 2017; Lenth, 2023). For all other experiments, statistical significance was determined by Student’s *t*-test when comparing two groups, and analysis of variance followed by a Tukey’s *post hoc* test when comparing three groups. Differences were considered statistically significant when *p* < 0.05. GraphPad Prism 8.0 was used for all graphing and statistical analysis. All animal experiments were conducted using a minimum of 3 dams. The number of animals and statistical analysis used in each experiment are specified in figure legends.

## 3 Results

### 3.1 Gene expression profiling of implantation sites from WT and IL15Δ/Δ rats

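Whole implantation sites were collected on GD 9.5 from 3 WT and 3 IL15Δ/Δ dams. The paper states that the RNA of 3 sites was pooled for each dam, so each of the 6 arrays stands for 1 dam. The labels of the arrays describe placentas, 2 pooled per dam, and a normal diet for WT or an iron-deficient diet for IL15Δ/Δ, whereas the paper and the series design name implantation sites and no diet. Dams were therefore grouped by the genotype in the labels, with which the diet in the labels coincides. The deposited values are log2 signals that the authors background-corrected, normalized and summarized per probe. They cover 23188 probes, of which 15049 carry a gene name. The mean log2 signal ranged from 6.65 to 6.66 over the 6 arrays. The correlation across probes ranged from 0.977 to 0.986 between arrays of the same genotype and from 0.978 to 0.984 between arrays of different genotypes. Il15, the mutated gene, had log2 signals of 7.79, 8.37 and 8.21 in the WT dams and of 7.24, 7.59 and 7.56 in the IL15Δ/Δ dams. Its log2 difference was -0.66 (standard error 0.25, adjusted p = 0.973 from limma). Every IL15Δ/Δ dam lay below every WT dam (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 dams against 3 allow). No probe within 10 Mb of Il15, of 157 named probes there in the reference annotation, had an adjusted p under 0.05. Of all 15049 named probes, 13 did, so none among 157 does not decide whether alleles near Il15 differ. The number of arrays limits the precision of each difference.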

We first sought to uncover global gene expression differences between WT and *IL15Δ/Δ* rats in order to determine candidate genes that may underlie the robust changes in decidualization and placentation observed in *IL15Δ/Δ* rats. Overall, from a total of 23,418 transcripts examined, there were significant (>2-fold altered expression, *p* < 0.05) differences in the expression of 257 genes between *IL15Δ/Δ* and WT rat implantation sites (Figures 1A, B). Of these, 91 transcripts were upregulated in *IL15Δ/Δ* rats, and 166 transcripts were downregulated (Figure 1B). 

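At an adjusted p under 0.05 from limma over all 23188 probes, 18 probes fell in IL15Δ/Δ implantation sites and 1, Zp2, rose. Without WT replicate 2 or IL15Δ/Δ replicate 2, 11 probes had an adjusted p under 0.05. The named genes among those that fell were Gzmc, Prf1, Gzmb, Nkg7, Il2rb, Spp1, Fcrl6, Cd96, Ccl5, Laptm5, Lcp1 and Plek. The other 6 probes that fell have no gene name in the array's table, and 1 of them holds the same values as Gzmc. All 19 probes had no overlap between the 3 WT and the 3 IL15Δ/Δ values, which 9.78% of all probes had and chance gives for 10%. At a fold over 2 and an unadjusted p under 0.05, 209 probes differed, or 204 when probes with the same 6 values are counted once. That count was 365 without WT replicate 1, 425 without IL15Δ/Δ replicate 2 and 338 without IL15Δ/Δ replicate 3. An unadjusted p under 0.05 alone was reached by 1127 probes, where chance would give 1159.4. Simulated arrays of the same size with no difference between groups gave 260 probes past the fold and the unadjusted p, and 0 with an adjusted p under 0.05. Both of these numbers for chance take no account of dam number. In the 3 other splits of the arrays that part all pairs of dam numbers, 79 to 98 probes passed the fold and the unadjusted p, and 777 to 867 had an unadjusted p under 0.05. Over all other splits the highest of these counts were 318 and 1967. Neither the labels nor the paper name dams of the same number as pairs. When limma's moderation of the variances was left out, 0 probes had an adjusted p under 0.05 and 1173 had an unadjusted p under 0.05.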

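More probes were lower than higher in IL15Δ/Δ implantation sites. Of the 209 probes past a fold of 2 and an unadjusted p under 0.05, 62 were higher and 147 were lower. Gene names were given for 36 of the higher probes, such as Zp2, and for 108 of the lower probes, such as Gzmc. The higher probes were dimmer than the lower ones. Of the higher probes, 56.5% had a higher group mean below the median of all probes, against 40.1% of the lower probes (Fisher's exact test, p = 0.0339) and 48.5% of all probes. Both counts moved with single dams. Without WT replicate 1 they were 133 higher and 232 lower, and without IL15Δ/Δ replicate 2 they were 158 higher and 267 lower. The higher probes numbered 104 without WT replicate 3, 106 without IL15Δ/Δ replicate 1 and 145 without IL15Δ/Δ replicate 3.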

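Genes of leukocytes fell in IL15Δ/Δ implantation sites. Laptm5, a lysosomal membrane protein of leukocytes, had a log2 difference of -2.47 (standard error 0.25, adjusted p = 0.00787 from limma). Without WT replicate 2, WT replicate 3 or IL15Δ/Δ replicate 2 its adjusted p was 0.0842, 0.0590 or 0.0630. The surface receptors Cd96 and Fcrl6 differed by -3.71 (adjusted p = 0.00024) and by -4.61, and Nkg7, a protein of cytotoxic granules, by -5.40. The cytoskeletal proteins Lcp1 and Plek differed by -2.53 and -2.39, with adjusted p = 0.0235 and 0.0263 from limma. With dam number as a block their adjusted p was 0.122 and 0.102, and over all alternatives it ranged from 0.00288 to 0.658 and from 0.00937 to 0.658. Of the fits that leave out 1 dam, Lcp1 passed in the one without IL15Δ/Δ replicate 3 alone (0.0590 to 0.197 in the others), and Plek in the one without WT replicate 1 alone (0.0918 to 0.197 in the others). The mean signal of Plek in IL15Δ/Δ was 3.04, and with signals below the 25th percentile of each array raised to it, its difference was -1.26 (adjusted p = 0.623). The same floor took Nkg7 to -4.30 (adjusted p = 0.0300, range over the alternatives 1.15e-05 to 0.403). Mcpt8, a protease of basophils and mast cells, differed by -2.15 (adjusted p = 0.103 from limma). Among the genes listed as higher, the olfactory receptors Or8b43b, Or8c16c, Or1e18, Or7a38b, Or52s1 and Or6c33 had log2 differences of 1.61, 1.31, 1.30, 1.27, 1.16 and 1.01. The vomeronasal receptor Vom2r10 had a difference of 1.02. Fis1, of mitochondrial fission, differed by 1.21, Qpct, a glutaminyl cyclase, by 1.07 and Hormad1, of meiotic chromosomes, by 0.99. With the same floor the first 5 of these receptors, in that order, differed by 0.70, 1.19, 0.28, 0.37 and -0.017 and Vom2r10 by 0.39, while Or6c33 stayed at 1.01. The -0.017 of Or52s1 is the gap between the floors of WT and IL15Δ/Δ, since its signal lay below the floor on every array. None of these 10 genes passed at an adjusted p under 0.05 from limma, and the smallest adjusted p among them was 0.793, for Or8b43b. The array's table names 27 of the genes in Tables 2 and 3, and 26 of them passed a fold of 2 with an unadjusted p under 0.05. The study chose these genes on the same arrays, so their directions are not independent evidence.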

The top 20 upregulated and downregulated genes in *IL15Δ/Δ* rat implantation sites are shown in Tables 2, 3, respectively. 

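Zp2, a glycoprotein of the egg coat, rose in IL15Δ/Δ implantation sites. Its log2 signal was 3.30 ± 0.45 (SD, n = 3 dams) in WT and 7.62 ± 1.07 (SD, n = 3) in IL15Δ/Δ, a log2 difference of 4.32 (standard error 0.49, adjusted p = 0.0173 from limma). With dam number as a block its adjusted p was 0.0794, and over all alternatives it ranged from 0.00121 to 0.815. With signals below the 25th percentile of each array raised to it, a level above the WT mean, the difference was 3.43 (adjusted p = 0.395). Of the fits that leave out 1 dam, Zp2 passed in the one without IL15Δ/Δ replicate 1 alone, at 4.94, and its adjusted p was 0.0519 to 0.155 in the others. Hp, the hemoglobin-binding protein haptoglobin, had a log2 difference of 2.91 (standard error 1.09, adjusted p = 0.973 from limma). Its signal overlapped between genotypes, at 8.49, 4.82 and 8.36 in WT and 11.05, 11.35 and 7.99 in IL15Δ/Δ. The difference was 3.54 without WT replicate 1, 1.71 without WT replicate 2, 2.30 without IL15Δ/Δ replicate 2 and 3.98 without IL15Δ/Δ replicate 3. Gria4, a glutamate receptor subunit, differed by 1.47 (standard error 0.32, adjusted p = 0.551 from limma). Crym, a thyroid hormone-binding protein, differed by 1.53 (standard error 0.41, adjusted p = 0.948). In each of Gria4 and Crym all 3 IL15Δ/Δ values lay above all 3 WT values. Of 8 zona pellucida and haptoglobin genes, 1 was higher over all probes, and 1 was higher and 1 lower when adjusted over the list alone. The list as a whole was higher (camera, adjusted p = 0.0361, median log2 difference 0.36), with adjusted p = 0.392 with an estimated correlation and a range from 0.0130 to 0.392 over the alternatives. With the floor at the 25th percentile its median was 0.030. Its adjusted p was 0.168 without WT replicate 2 and 0.218 without IL15Δ/Δ replicate 2. Zp2 and Hp are in this list and were seen in the paper, so its direction is not independent evidence. Of 18 liver acute phase genes, which also hold Hp, none passed over all probes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The list was higher (camera, adjusted p = 0.0425, median 0.54), with adjusted p = 0.564 with an estimated correlation and a range from 2.26e-05 to 0.631 over the alternatives. Without WT replicate 2, WT replicate 3 or IL15Δ/Δ replicate 2 it was 0.143, 0.110 or 0.396, and the median was -0.12 without the last of these dams. It was 0.84 without IL15Δ/Δ replicate 1 and 1.05 without IL15Δ/Δ replicate 3. Of 17 oocyte and germ cell genes, none passed either way and 2 were higher at an unadjusted p under 0.05, among them Nobox at 0.77, or 0.42 with that floor (camera, adjusted p = 0.228, median 0.057). Of 38 glutamate, GABA and neuronal genes, which hold Gria4 and Crym, none passed either way and 2 were higher and 1 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.157, median 0.14). Past a fold of 2 as well, 2 were higher and 0 lower. That list passed without IL15Δ/Δ replicate 3 (adjusted p = 0.0270, range over the alternatives 0.0270 to 0.852).

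**Figure D1:**
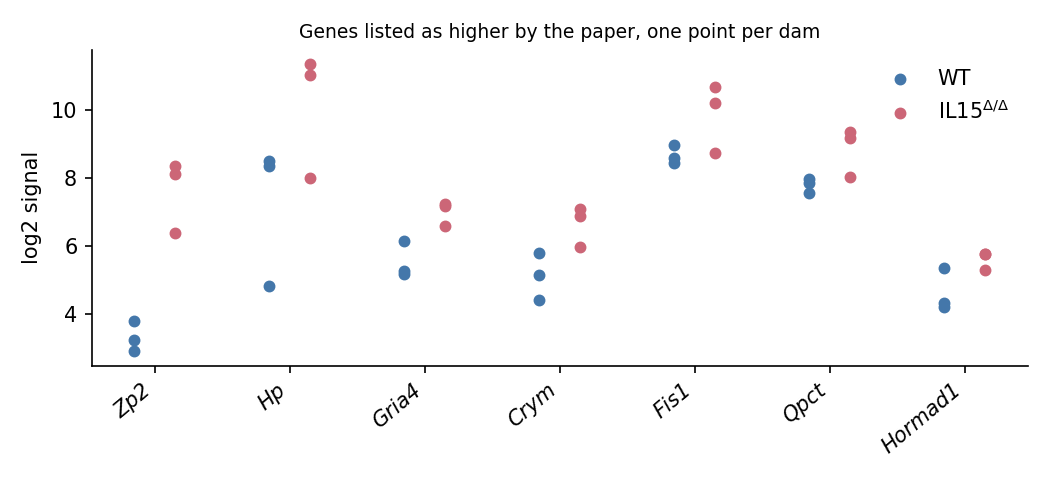
Log2 signal of genes that the paper lists as higher, with one point per dam for WT and IL15Δ/Δ. The groups do not overlap for Zp2, Gria4, Crym and Qpct and overlap for Hp, Fis1 and Hormad1.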

Among transcripts upregulated in *IL15Δ/Δ* rats, genes associated with neurotransmission and central nervous system development were prominent (e.g., *Gria4*, 3.9-fold; *Crym*, 3.6-fold) as well as various glycoproteins involved in implantation (e.g., *Zp2*, 31.2-fold; *Hp*, 6.8-fold). 

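Gzmc, Prf1 and Gzmb, transcripts of granule proteins of cytotoxic lymphocytes, fell to a low signal in IL15Δ/Δ implantation sites. Gzmc, a granzyme, had a log2 signal of 15.71 ± 0.52 (SD, n = 3 dams) in WT and 4.52 ± 0.82 (SD, n = 3) in IL15Δ/Δ, a log2 difference of -11.19 (standard error 0.43, adjusted p = 8.89e-06 from limma). Prf1, the pore-forming protein perforin, went from 12.78 ± 0.62 to 4.82 ± 0.01 (SD, n = 3), a difference of -7.96 (standard error 0.32, adjusted p = 9.25e-06 from limma). Gzmb, another granzyme, differed by -6.29 (standard error 0.29, adjusted p = 2.67e-05). In each of these genes every IL15Δ/Δ dam lay below every WT dam (exact permutation test, p = 0.1, the smallest possible). Without moderation of the variances, the adjusted p of each of the 3 genes was 0.140, the highest over the alternatives, of which the lowest was 1.92e-08 for Gzmc, 4.14e-08 for Prf1 and 2.69e-07 for Gzmb. Of 30 NK receptors and cytotoxic granule genes, 6 were lower and none was higher over all probes, and 17 were lower when adjusted over the list alone. The list as a whole was lower (camera, adjusted p = 2.61e-31, median log2 difference -0.93), also with an estimated correlation (adjusted p = 0.0159, the highest over the alternatives, against 1.74e-35 at the lowest). Its median was -0.53 with the floor at the 25th percentile and -5.45 among probes with a mean above the median of all probes, a filter that keeps members with a high signal in WT. Members of the list appear in Table 3, so its direction is not independent evidence.

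**Figure D2:**
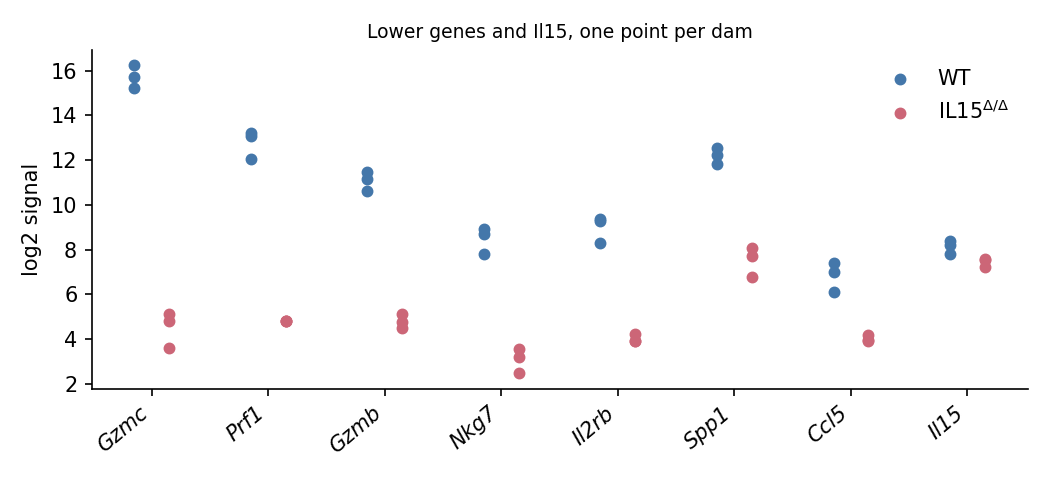
Log2 signal of genes that were lower in IL15Δ/Δ and of Il15, with one point per dam for WT and IL15Δ/Δ. The groups do not overlap for any of the genes shown.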

Many of the genes exhibiting decreased expression in *IL15Δ/Δ* rats encoded proteins associated with inflammatory processes and immune cell development (e.g., *Gzmc*, 1798.9-fold; *Prf1*, 318-fold; *Gzmb*, 80.4-fold), which was expected given the diminished presence of uterine NK cells in *IL15Δ/Δ* rats.

**FIGURE 1:**
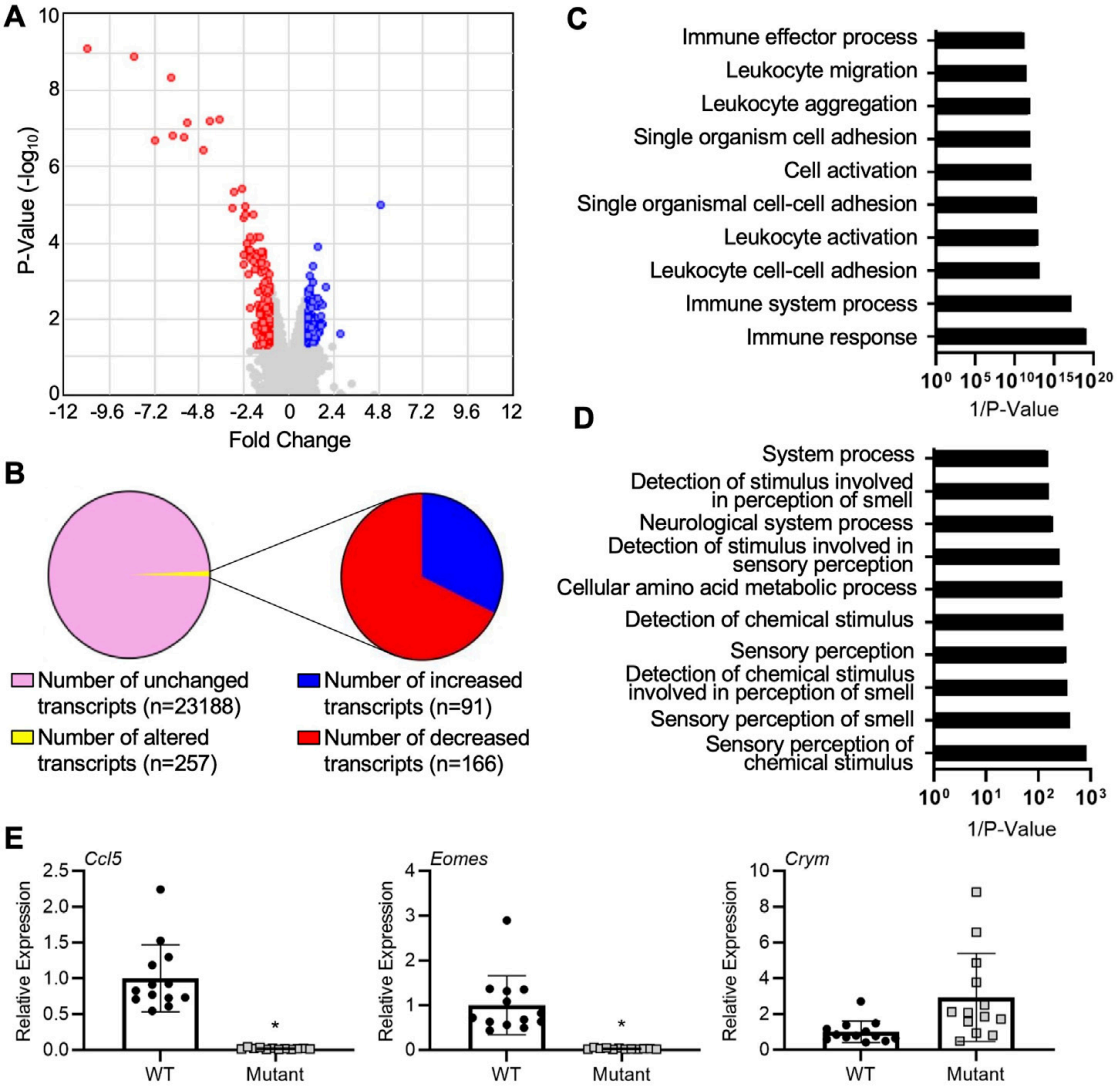
Gene expression profiling of implantation sites from WT and *IL15Δ/Δ* rats. **(A)** Volcano plot showing the number of unique transcripts identified in the Clariom S analysis. Transcripts significantly (fold change >2, *p* < 0.05) upregulated in implantation sites from *IL15Δ/Δ* rats compared to WT rats are shown in blue, and downregulated transcripts are shown in red. The *x*-axis represents magnitude of fold change, and the *y*-axis shows *p*-value. **(B)** Pie chart showing the number of transcripts upregulated and downregulated (2-fold, *p* < 0.05) in implantation sites from *IL15Δ/Δ* rats compared to WT rats. **(C)** Top 10 gene ontology pathways downregulated in implantation sites from *IL15Δ/Δ* rats. **(D)** Top 10 gene ontology pathways upregulated in implantation sites from *IL15Δ/Δ* rats. Pathway analysis was conducted by inputting transcripts changed more than 2-fold with a *p* < 0.05 in *IL15Δ/Δ* rats compared to WT rats into DAVID Bioinformatics Resource (*N* = 3 for each group). **(E)** Quantitative RT-PCR was used to compare the relative expression of select transcripts in a separate cohort of GD 9.5 implantation sites from *IL15Δ/Δ* rats (mutant) and WT rats. *N* ≥ 13 implantation sites from at least 5 dams per group. Results represent means ± SEM, and were analyzed using a linear mixed model followed by Tukey’s *post hoc* test. Data significantly different from controls (*p* < 0.05) are indicated by an asterisk (*).

**TABLE 2:** List of top 20 upregulated genes in IL15Δ/Δ rat conceptuses.

Gene	Fold change	WT reads (Log_2_)	*IL15Δ/Δ* reads (Log_2_)
*Zp2*	31.18	3.27	8.23
*Hp*	6.84	8.42	11.19
*Gria4*	3.92	5.23	7.2
*LOC102553649*	3.61	7.87	9.72
*Crym*	3.61	5.13	6.98
*Olr1220*	3.36	4.34	6.09
*Olr1468*	3.29	2.92	4.63
*Chpt1*	3.17	12.26	13.93
*Olr1081*	3.09	3.15	4.78
*Olr84*	2.98	2.32	3.9
*LOC685828*	2.93	6.98	8.53
*LOC100911939*	2.93	3.33	4.88
*Olr1237*	2.93	3.33	4.88
*Olr1237*	2.93	3.33	4.88
*Fis1*	2.91	8.62	10.16
*Samt4*	2.87	2.84	4.36
*Hormad1*	2.82	4.25	5.75
*Qpct*	2.72	7.83	9.27
*Vom2r10*	2.72	3.36	4.81
*Olr1063*	2.67	4.55	5.97

**TABLE 3:** List of top 20 downregulated genes in IL15Δ/Δ rat conceptuses.

Gene	Fold change	WT reads (Log_2_)	*IL15Δ/Δ* reads (Log_2_)
*Gzmc*	−1798.9	15.71	4.9
*Prf1*	−318	13.13	4.82
*LOC100911163*	−140.18	11.64	4.51
*Gzmb*	−80.41	11.12	4.79
*Gzmbl2*	−75.92	11.32	5.08
*Nkg7*	−49.08	8.74	3.13
*Il2rb*	−42.81	9.34	3.92
*Spp1*	−23.94	12.21	7.63
*Fcrl6*	−18.35	8.44	4.24
*Cd96*	−13.34	7.42	3.68
*Ccl5*	−7.97	6.93	3.94
*Eomes*	−7.86	8.27	5.29
*Laptm5*	−5.57	9.17	6.69
*Mcpt10*	−5.39	8.07	5.64
*LOC100910060*	−5.36	5.54	3.12
*Plek*	−5.19	5.42	3.04
*Lcp1*	−5.17	10.04	7.67
*Clnk*	−5.16	6.0	3.63
*Mcpt8*	−4.86	8.35	6.06
*Sh2d1b*	−4.49	5.56	3.4

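Genes that nearly all leukocytes express fell as a group in IL15Δ/Δ implantation sites. Of 23 pan-leukocyte genes, 3 were lower and none was higher over all probes, and 16 were lower when adjusted over the list alone. Cd53, a tetraspanin of leukocytes, had a log2 difference of -1.96 (standard error 0.28, adjusted p = 0.0769 from limma). The median log2 difference of the list was -1.12 (camera, adjusted p = 3.89e-31), and its call held with an estimated correlation (adjusted p = 0.0127, the highest over the alternatives, against 7.72e-33 at the lowest). The 3 lower genes, Laptm5, Lcp1 and Plek, are in Table 3 and so are not independent evidence. Of 29 interferon-gamma response genes, none passed over all probes or when adjusted over the list alone, and 1 was higher and 4 were lower at an unadjusted p under 0.05. This list was lower (camera, adjusted p = 0.0191, median -0.24), with adjusted p = 0.392 with an estimated correlation and a range from 0.00573 to 0.392 over the alternatives. Without WT replicate 3 or IL15Δ/Δ replicate 2 it was 0.0578 or 0.218. The median was -0.11 without WT replicate 1 and -0.093 without IL15Δ/Δ replicate 2. Only the pan-leukocyte list and the list of NK receptors and cytotoxic granule genes passed with an estimated correlation, of 10 lists that passed with the preset one.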

The top gene ontology pathway terms for genes downregulated in *IL15Δ/Δ* implantation sites included immune response (*p* = 4.2E-6, 12 genes), immune system process (*p* = 3.3E-4, 10 genes), and leukocyte cell-cell adhesion (*p* = 3.0E-5, 5 genes, Figure 1C). 

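Olfactory receptor genes as a group did not pass the test of the list between IL15Δ/Δ and WT implantation sites. Of 1057 measured olfactory receptor genes, none passed at an adjusted p under 0.05 from limma over all probes or when adjusted over the list alone, and 34 were higher and 40 were lower at an unadjusted p under 0.05. Past a fold of 2 as well, 8 were higher and 5 were lower. The median log2 difference of the list was -0.057 (camera, adjusted p = 0.227). Without WT replicate 1 the list was lower (adjusted p = 0.0458, range over the alternatives 0.0458 to 0.706). Its sign turned, to 0.063, among members with a higher group mean of at least 6. Of 133 vomeronasal and taste receptor genes, none passed either way, 5 were higher and 3 were lower at an unadjusted p under 0.05, and 3 were higher and 1 was lower past both thresholds (camera, adjusted p = 0.525, median -0.087). Both groups of receptors were dim. Of the olfactory receptor genes, 23 had a higher group mean above the median of all probes, and of the vomeronasal and taste receptor genes 0 did. Olfactory, vomeronasal and taste receptor genes were 30.6% of the 36 named higher probes past both thresholds and 7.91% of all named probes (Fisher's exact test, p = 6.8e-05). They were 5.56% of the 108 named lower probes (Fisher's exact test, p = 0.474). This test takes probes as independent, and 2 of the 18 sides of the other splits of the arrays had a share as large as that of the higher probes.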

Interestingly, pathways associated with upregulated genes were related to neurological processes and sensory perceptions including sensory perception of chemical stimulus (*p* = 1.2E-3, 13 genes) and sensory perception of smell (*p* = 2.5E-3, 12 genes, Figure 1D). To validate a subset of results in a separate cohort of implantation sites from WT and *IL15Δ/Δ* dams, qRT-PCR was conducted. The relative expression of *Crym*, which encodes the thyroid hormone binding protein μ-crystallin, appeared to show a similar ∼3-fold increase in expression in *IL15Δ/Δ* rat implantation sites as was detected using Clariom S analysis, although levels were variable and it did not reach statistical significance (*p* = 0.17). Consistent with the Clariom S analysis, the relative expression of genes encoding eomesodermin (*Eomes*), a T-box transcription factor required for NK cell development, and chemokine ligand 5 (*Ccl5*, also called RANTES) were strongly decreased (*p* < 0.05; Figure 1E). Thus, implantation sites from *IL15Δ/Δ* rats exhibit robust gene expression differences compared to WT rats. Reduced NK cell number is likely to drive these differences.

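No marker of T cells, B cells, macrophages, neutrophils or mast cells passed over all probes in IL15Δ/Δ implantation sites. Of 15 T cell markers, none passed at an adjusted p under 0.05 from limma over all probes or when adjusted over the list alone, and 3 were lower at an unadjusted p under 0.05, among them Cd3e, a chain of the T cell receptor complex, at a log2 difference of -0.70, or -0.060 with signals below the 25th percentile of each array raised to it. The list was lower (camera, adjusted p = 0.00855, median -0.30), with adjusted p = 0.392 with an estimated correlation and a range from 0.00187 to 0.392 over the alternatives. Its adjusted p was 0.0626 without WT replicate 2. With that floor its median was -0.017 (adjusted p = 0.134), the value that a gene below the floor on every array takes. The median was -0.53 without WT replicate 1, -0.18 without WT replicate 3 and -0.50 without IL15Δ/Δ replicate 1. Of 28 macrophage and dendritic cell markers, none passed either way and 6 were lower at an unadjusted p under 0.05, among them Cd74 at -0.96 and Cd68 at -0.84. This list was lower too (camera, adjusted p = 0.0272, median -0.20), with adjusted p = 0.409 with an estimated correlation and a range from 0.00151 to 0.409 over the alternatives. Without WT replicate 2, WT replicate 3, IL15Δ/Δ replicate 1 or IL15Δ/Δ replicate 2 it was 0.168, 0.127, 0.0670 or 0.164, and the median was -0.36 without WT replicate 1. Of 10 B and plasma cell markers, none passed either way and 0 had an unadjusted p under 0.05 (camera, adjusted p = 0.793, median 0.032). Of 15 neutrophil markers, none passed either way and 1 was lower at an unadjusted p under 0.05 (camera, adjusted p = 0.449, median -0.11). Of 16 mast cell and basophil markers, none passed over all probes and 2 were lower when adjusted over the list alone (camera, adjusted p = 0.638, median 0.25, mean -0.013). These were Mcpt8 and Mcpt9, which differed by -1.96 (adjusted p = 0.142 from limma). Of the T cell markers 2 had a higher group mean above the median of all probes, and of the B and plasma cell markers 0 did. The paper proposes that a reduced number of NK cells drives the differences.

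**Figure D3:**
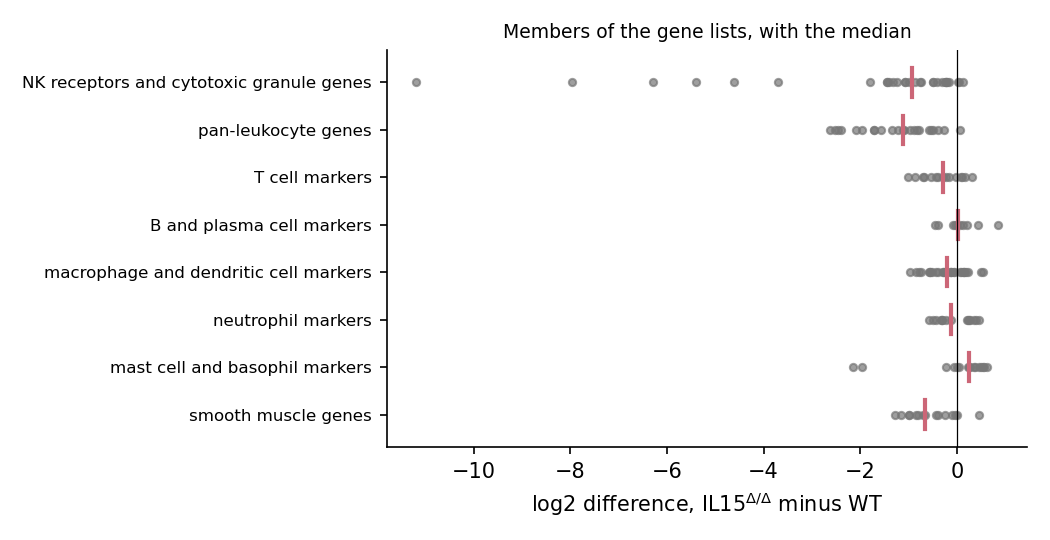
Log2 difference of IL15Δ/Δ minus WT for each measured member of 8 gene lists, with one grey point per gene and a line at the median of each list. The line of the pan-leukocyte genes lies at -1.12.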

### 3.2 Absence of PRF-containing cells in IL15Δ/Δ rat implantation sites

Since IL-15 is required for NK cell development, our next goal was to confirm the absence of uterine NK cells in *IL15Δ/Δ* rat implantation sites. First, qRT-PCR was conducted on GD 9.5 implantation sites collected from WT and *IL15Δ/Δ* dams to detect *Prf1*, the gene encoding the pore-forming cytolytic protein PRF, which is highly expressed in NK cells and cytotoxic T lymphocytes. Since cytotoxic T lymphocytes are typically rare in the decidua (Erlebacher, 2013; Yang F. et al., 2019), we used *Prf1* expression as a proxy for NK cells. Not surprisingly, *Prf1* transcript levels were substantially downregulated (44-fold, *p* < 0.05) in implantation sites from *IL15Δ/Δ* rats (Figure 2A), which is consistent with results from the Clariom S analysis. To determine whether PRF is altered at the protein level, we performed Western blotting, and observed an 86% decrease in PRF protein levels in *IL15Δ/Δ* implantation sites compared to WT (Figure 2B). To confirm the localization of PRF (and thus NK cells), we conducted immunohistochemistry for PRF on GD 9.5 WT and *IL15Δ/Δ* implantation sites. At GD 9.5, WT rats had notable punctate PRF staining throughout the decidua basalis, including contiguous with the ectoplacental cone (which ultimately forms the main portion of the placental junctional zone). Little to no staining was detectable in the decidua of *IL15Δ/Δ* rats (Figures 2C–E). When quantifying the number of PRF positive cells, there was a 98.5% decrease in the number of PRF positive cells in the decidua and 97.2% decrease in PRF positive cells adjacent to the ectoplacental cone in *IL15Δ/Δ* rats compared to WT rats (*p* < 0.05, Figure 2D). Collectively, these results demonstrate that *IL15Δ/Δ* rats have greatly diminished numbers of PRF-containing uterine NK cells in the decidua including near the developing placenta.

**FIGURE 2:**
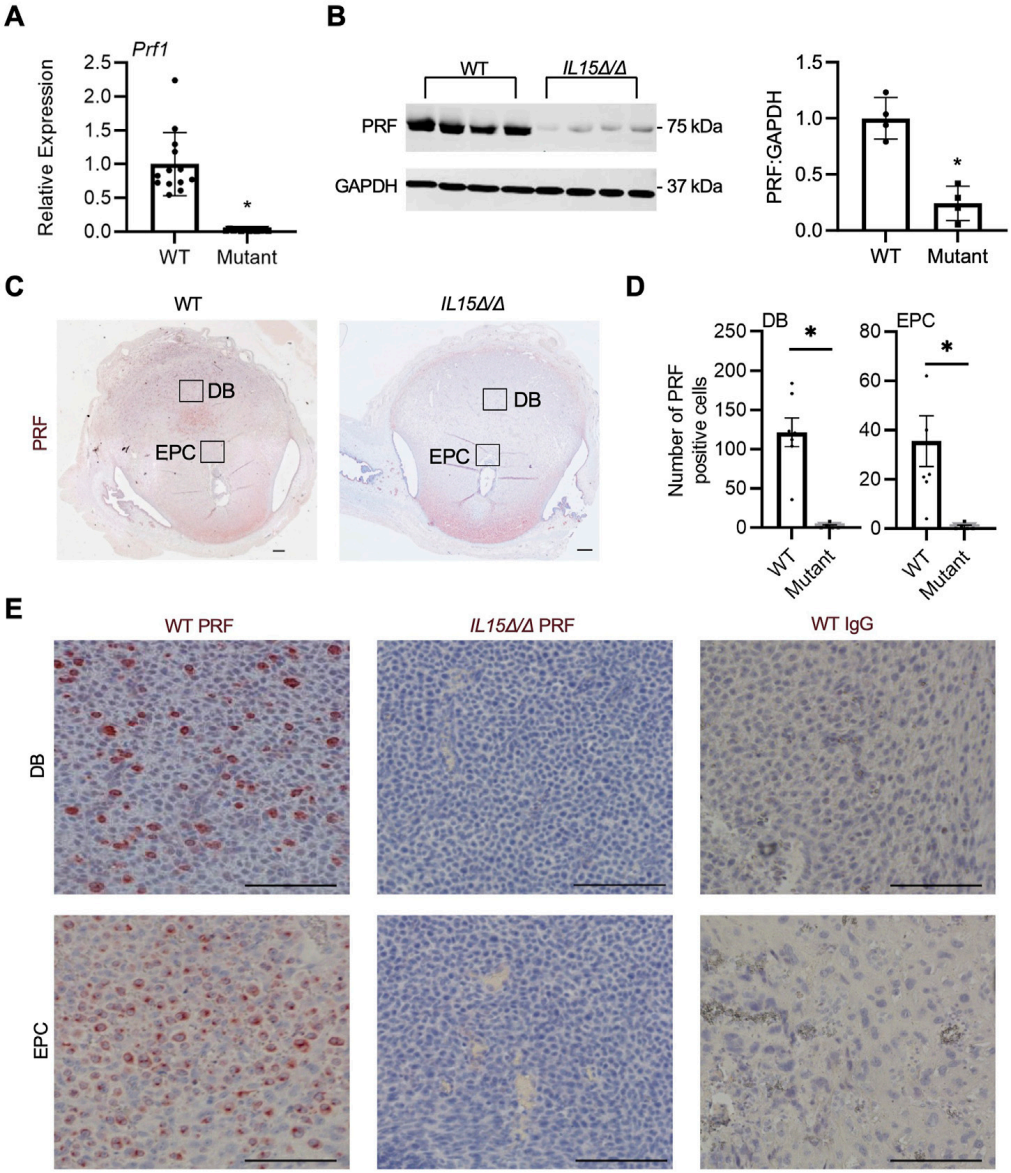
*IL15Δ/Δ* rats are devoid of PRF-containing cells in the uterus on GD 9.5. **(A)** Quantitative RT-PCR comparing *Prf1* levels between implantation sites from WT and *IL15Δ/Δ* (mutant) rats (*N* ≥ 13 implantation sites from at least 5 dams per group). **(B)** Western blot showing decreased PRF levels in implantation sites from *IL15Δ/Δ* rats compared to implantation sites from WT rats. GAPDH was used as a loading control. The histogram on the right shows results from densitometric analysis comparing PRF levels relative to GAPDH (*N* = 4 per group). **(C)** Images of PRF immunohistochemistry in WT *versus IL15Δ/Δ* implantation sites. Scale bar, 250 µm. The boxes show the approximate location of high magnification images in **(E)** for the decidua basalis (DB) and near the ectoplacental cone (EPC). **(D)** Quantification of PRF-positive cells in WT and *IL15Δ/Δ* implantation sites (*N* ≥ 5 implantation sites from different dams per group) in the DB and near the EPC. **(E)** Representative high magnification images showing PRF localization in the DB and near the EPC on GD 9.5. Please note the lack of PRF detection in *IL15Δ/Δ* decidua. The right panels show images captured following immunohistochemistry of WT implantation sites using a non-specific rabbit IgG in place of PRF. Scale bar, 50 µm. Panel **(A)** was analyzed using a linear mixed model followed by Tukey’s *post hoc* test; other experiments were analyzed using Student’s *t*-tests. Results represent means ± SEM. Data significantly different from controls (*p* < 0.05) are indicated by an asterisk (*).

### 3.3 Decreased OPN in the decidua of IL15Δ/Δ rats

OPN is a multifunctional protein that has previously been implicated in implantation, decidualization, and placentation as well as the development and homeostasis of NK cells (Erikson et al., 2009; Kang et al., 2014; Leavenworth et al., 2015; Pan et al., 2022). As *Spp1*, the gene encoding OPN, was one of the most significantly downregulated genes in the Clariom S array, we further investigated the expression and localization of OPN in rat implantation sites. 

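Spp1, which encodes the secreted glycoprotein osteopontin, fell in IL15Δ/Δ implantation sites. Its log2 signal was 12.23, 12.53 and 11.83 in the WT dams and 7.70, 6.76 and 8.07 in the IL15Δ/Δ dams. The means were 12.20 ± 0.35 (SD, n = 3 dams) and 7.51 ± 0.68 (SD, n = 3). This is a log2 difference of -4.69 (standard error 0.36, adjusted p = 0.000781 from limma), or a 25.8-fold lower signal. Every IL15Δ/Δ value lay below every WT value (exact permutation test, 2-sided, p = 0.1, the smallest possible). With dam number as a block the adjusted p was 0.0118, and without moderation of the variances it was 0.403, the highest over the alternatives, against 1.69e-05 at the lowest. Of 25 cytokines and growth factors that NK cells make, Spp1 alone was lower over all probes and when adjusted over the list alone. Another member, Tgfb1, a regulator of immune cells and tissue growth, had a log2 difference of -0.85 (adjusted p = 0.948 from limma). The list as a whole did not pass (camera, adjusted p = 0.901), and its median of 0.043 and its mean of -0.10 differ in sign.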

Relative mRNA levels of *Spp1* were decreased by 87% in GD 9.5 *IL15Δ/Δ* implantation sites compared to WT (Figure 3A, *p* < 0.05). WT implantation sites had pronounced OPN staining in the decidua basalis including near the ectoplacental cone, in addition to robust staining in the uterine glands at the periphery of the implantation site. Comparatively, little to no OPN staining was detectable in implantation sites from *IL15Δ/Δ* rats near the ectoplacental cone (95% decrease, *p* < 0.05) or other regions of the decidua basalis (99.5% decrease, *p* < 0.05), although levels of OPN in uterine glands were comparable to WT rats (Figures 3B–D). To determine if OPN colocalizes with PRF, we co-stained for PRF and OPN in GD 9.5 WT implantation sites and found significant, albeit not complete, overlap (Figure 3E). Thus, our results strongly suggest that the main cellular source of OPN in the midgestation rat decidua is uterine NK cells.

**FIGURE 3:**
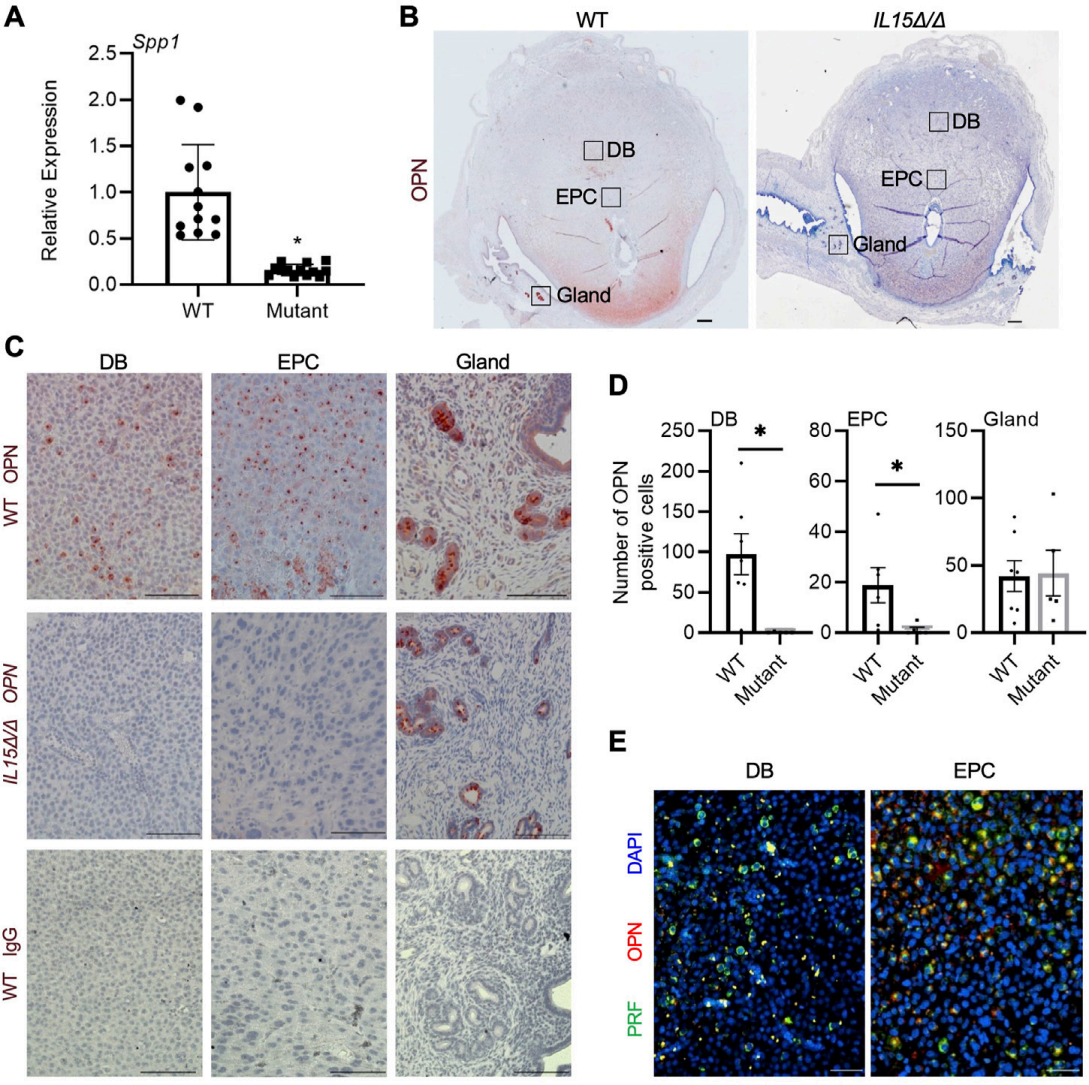
Reduced OPN in the decidua of *IL15Δ/Δ* rats. **(A)** Relative expression of *Spp1* mRNA in WT *versus IL15Δ/Δ* (mutant) implantation sites on GD 9.5 (*N* ≥ 13 implantation sites from at least 5 dams per group). **(B)** Images of OPN immunohistochemistry in WT *versus IL15Δ/Δ* implantation sites. Scale bar, 250 µm. The boxes show the approximate location of high magnification images in **(C)** for the decidua basalis (DB), near the ectoplacental cone (EPC), and at the periphery with uterine glands. **(C)** Higher magnification images showing OPN localization in the DB, near the EPC, and uterine glands of WT and *IL15Δ/Δ* implantation sites on GD 9.5. The bottom panels show images captured following immunohistochemistry of WT implantation sites using a non-specific mouse IgG_1_ in place of OPN. Scale bar, 50 µm. **(D)** Quantification of OPN-positive cells in DB, EPC, and uterine glands from WT and *IL15Δ/Δ* implantation sites (*N* ≥ 5 implantation sites from different dams per group). **(E)** Immunohistochemistry for PRF (green) and OPN (red) in a representative WT GD 9.5 implantation site. Images were taken of the DB and near the EPC. Please note that PRF and OPN frequently colocalize. Scale bars represent 50 μm. Panel **(A)** was analyzed using a linear mixed model followed by Tukey’s *post hoc* test; other experiments were analyzed using Student’s *t*-tests. Results represent means ± SEM. Data significantly different from controls (*p* < 0.05) are indicated by an asterisk (*).

### 3.4 Isolated uterine NK cells express OPN

Our next goal was to determine whether cells from the rat decidua, including uterine NK cells, could be isolated and cultured. Following digestion of decidual tissue and density gradient centrifugation, isolated cells were placed in culture for 24 h (Figure 4A). Within 2 h, many cells adhered to the tissue culture plate, whereas others remained in suspension for the duration of culture. Compared to adherent cells, cells in suspension consistently had higher expression of NK cell markers *Ccl5* (31.5-fold), *Prf1* (5.8-fold), and *Klrb1f* (18.8-fold), as well as *Spp1* (11.2-fold; all *p* < 0.05; Figure 4B), indicating that NK cells are enriched within the suspended population. Adherent cells, on the other hand, exhibited morphologies characteristic of decidual stromal cells and had increased expression of *Vim*, the gene encoding vimentin (*p* < 0.05; Figure 4B). When cultures were extended past 24 h or when non-adherent cells were removed and cultured independent of adherent cells, cell viability in the suspended population was reduced, indicating that the adherent cells may produce factors important for viability of non-adherent cells. Conditioned media were collected from cocultures, and the presence of OPN was confirmed by ELISA, with an average value of 711 pg/mL based on decidual cell preparations from 4 dams. Further, immunofluorescence conducted on non-adherent cells showed that a large number of these cells stained positively for PRF and OPN, and were likely uterine NK cells (Figure 4C). Although most OPN and PRF staining appeared cytoplasmic, some nuclear localization of OPN was possible which may have been due to the processing of suspended cells for immunofluorescence or fluorescence microscopy. Collectively, results from these experiments indicate that a population of OPN-expressing uterine NK cells can be successfully enriched from rat decidua and maintained in culture.

**FIGURE 4:**
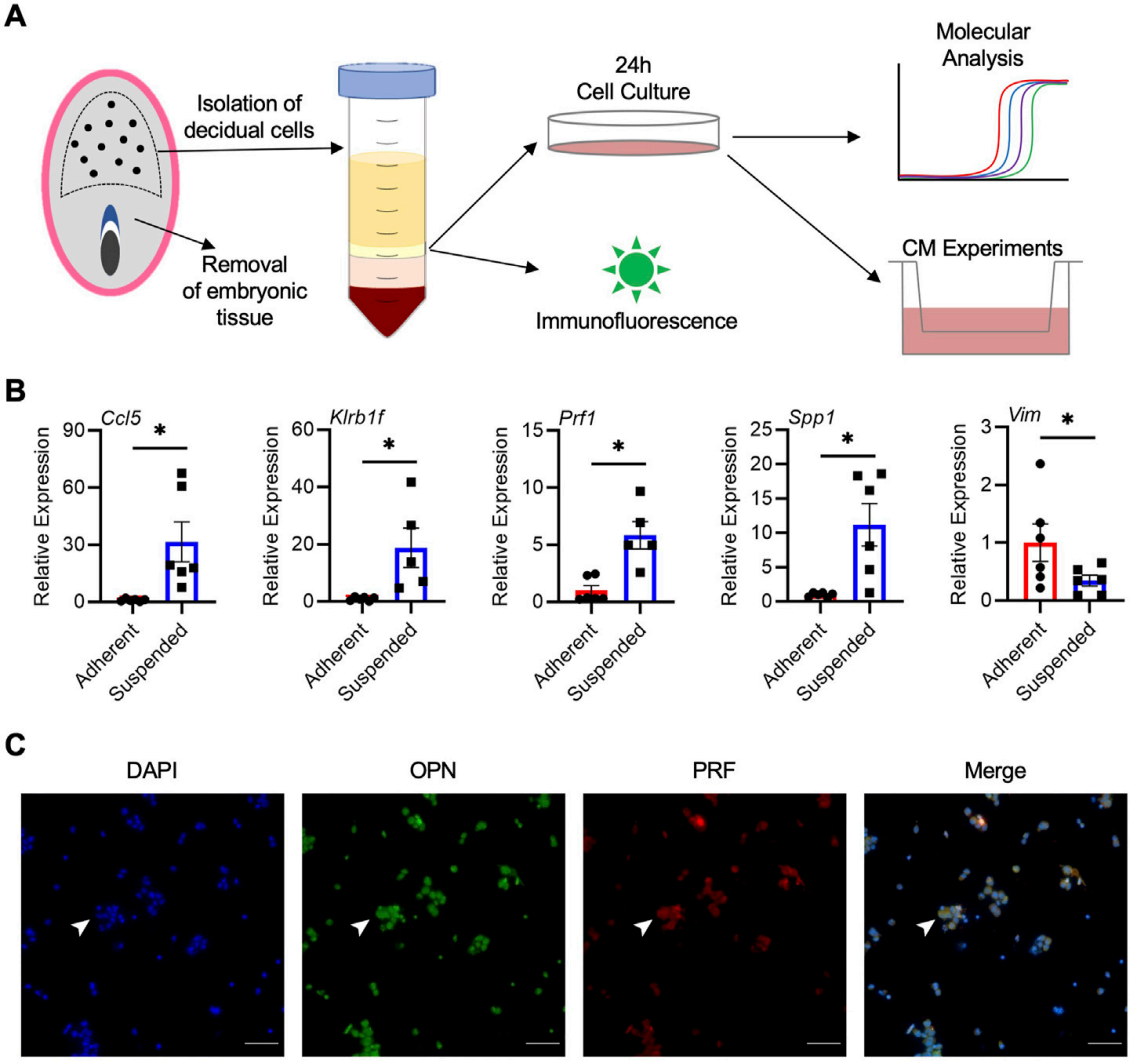
Isolation and enrichment of *Spp1*-expressing NK cells from the rat decidua. **(A)** Schematic depiction of experimental protocol. **(B)** Relative gene expression of *Ccl5*, *Klrb1f*, *Prf1*, *Spp1*, and *Vim* in adherent and suspended cells isolated from GD 9.5 decidua and cocultured for 24 h. Experiments were performed 6 times using different dams. **(C)** Non-adherent cells isolated from GD 9.5 decidua express both PRF and OPN. Arrowheads indicate a representative cell positive for both PRF and OPN staining. Scale bars, 50 μm. Results represent means ± SEM. Data significantly different from controls (*p* < 0.05; Student’s *t*-test) are indicated by an asterisk (*).

### 3.5 Neutralizing OPN reduces rat trophoblast invasion toward decidual conditioned media *in vitro*

To determine the effect of OPN on trophoblast cell invasion, Matrigel-based invasion assays were performed using rat TS cells differentiated for 6 days. First, to confirm successful differentiation of rat TS cells, expression of several genes associated with stem and differentiated states was analyzed. After 6 days of differentiation, there was a substantial decrease in expression of genes associated with the stem state, including *Bmp4* (81%), *Esrrb* (97%), and *Id2* (86%), and increased expression of the junctional zone marker *Tpbpa* (7.4-fold, all *p* < 0.05, Figure 5A). Interestingly, although there was no change in *Cd44* expression during TS cell differentiation, genes encoding subunits of RGD-binding integrins exhibited increased expression in differentiated cells, including *Itga5* (5.5-fold), *Itgav* (2.3-fold), *Itgb1* (2.3-fold)*,* and *Itgb3* (13.4-fold) compared to TS cells maintained in stem conditions (Figure 5B, *p* < 0.05). Therefore, integrins expressed by differentiated trophoblasts may interact with OPN. To determine the effect of OPN on trophoblast invasion, rat TS cells were differentiated for 6 days, placed in Matrigel-coated Transwells, and then Transwells were placed in wells containing decidual conditioned media, or conditioned media supplemented with a non-specific control IgG antibody (α-IgG) or a neutralizing OPN antibody (α-OPN). Compared to the non-specific IgG condition, approximately 40% less cells invaded through the Matrigel following exposure to the OPN neutralizing antibody (Figures 5C, D, *p* < 0.05). Since blocking OPN in decidual conditioned media reduced trophoblast invasion *in vitro*, decreased levels of OPN are unlikely to underlie the precocious trophoblast invasion in *IL15Δ/Δ* rats.

**FIGURE 5:**
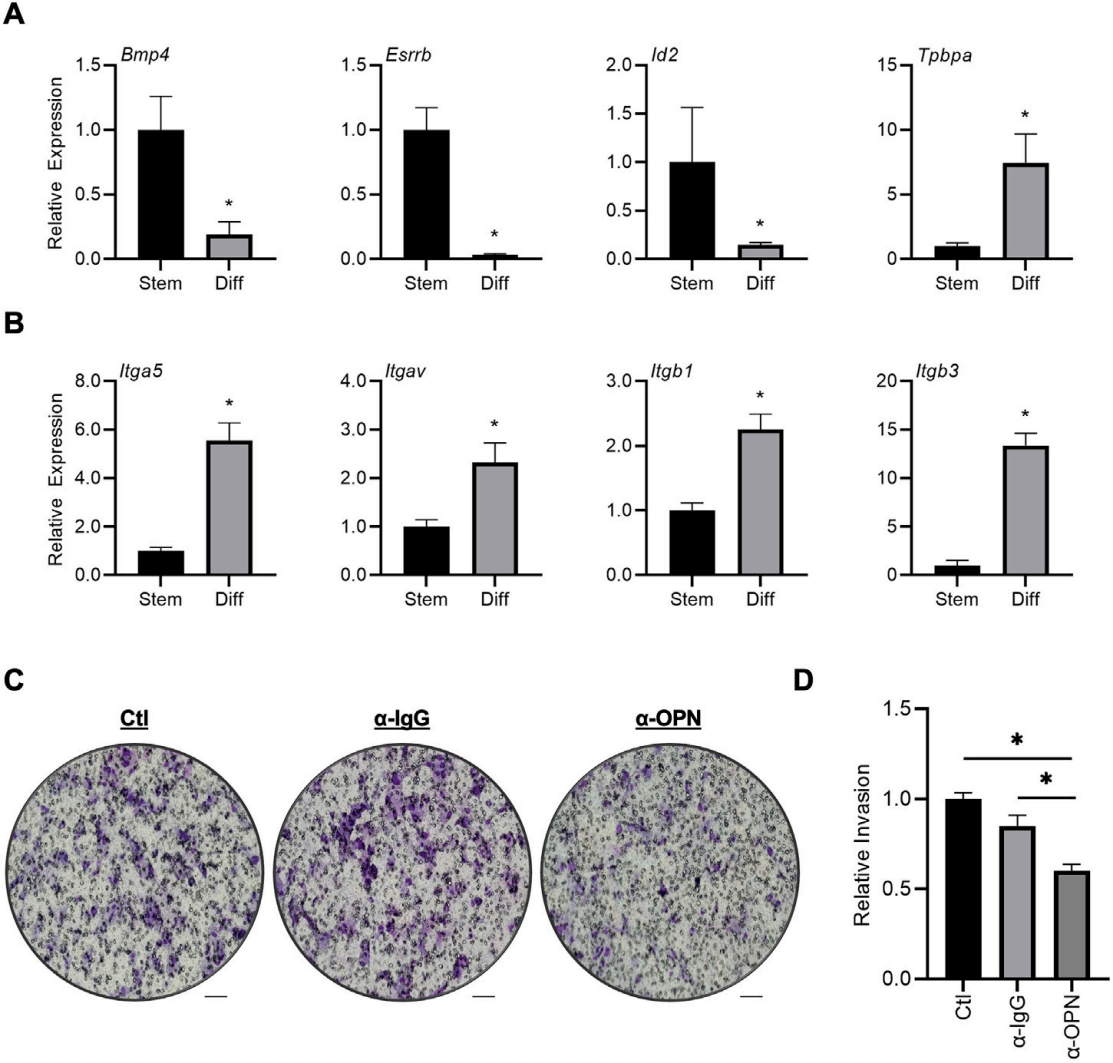
Neutralizing OPN in decidual conditioned media decreases invasiveness of rat trophoblast cells. **(A)** Expression of genes associated with the stem state (*Bmp4*, *Id2*, and *Esrrb*) or junctional zone trophoblasts (*Tpbpa)* after culturing TS cells in stem conditions (Stem) or after 6 days of differentiation (Diff). **(B)** Expression of genes encoding various integrin subunits (putative OPN receptors) in TS cells cultured in Stem or Diff conditions. **(C)** Representative images of Transwell membranes showing differentiated trophoblasts that invaded to the underside of the membrane after 24 h exposure to decidual conditioned media (Ctl), or conditioned media supplemented with non-specific IgG (α-IgG) or an OPN neutralizing antibody (α-OPN). Scale bars, 100 μm. The relative number of cells that invaded in each condition is graphically depicted in **(D)**. The experiment was conducted 4 times, with 3 membranes counted in each experiment. Results represent means ± SEM. Panel **(D)** was analyzed using a one-way analysis of variance followed by Tukey’s *post hoc* test; other experiments were analyzed using Student’s *t*-tests. Data significantly different from controls (*p* < 0.05) are indicated by an asterisk (*).

## 4 Discussion

Uterine NK cells are thought to play key roles in the regulation of decidual development, placentation, and maternal allorecognition of the fetus (Croy et al., 2002; Acar et al., 2011; Faas and de Vos, 2017). To date, most studies investigating the *in vivo* function of uterine NK cells have used mouse models (Barber and Pollard, 2003; Bany et al., 2012; Fu et al., 2017). The use of mice has provided indispensable insight into the potential functions of uterine NK cells. However, trophoblast invasion in mice is inherently shallow (Ain et al., 2003). The importance of uterine NK cells in species that exhibit deep placentation and extensive trophoblast invasion is therefore not well understood. Since IL-15 is required for the development and survival of NK cells, a rat model of IL-15 deficiency was generated to discern the regulatory role of IL-15 (and consequently NK cells) on trophoblast invasion (Renaud et al., 2017). These *IL15Δ/Δ* rats exhibit robust, precocious trophoblast invasion by GD 13.5, suggesting that NK cells diminish or delay the onset of trophoblast incursion into the decidua. In the current study we performed gene expression profiling to identify genes that are differentially-expressed in the implantation site between WT and *IL15Δ/Δ* rats. We identified reduced expression of many genes associated with NK cell function in *IL15Δ/Δ* rat implantation sites, consistent with the notion that uterine NK cell numbers are diminished in *IL15Δ/Δ* rats. We also found altered levels of factors that may exert regulatory roles on trophoblast function through paracrine actions, such as OPN. These findings have important significance for pregnancy complications associated with dysregulated trophoblast invasion.

Through gene expression profiling, there were 257 genes that had significantly changed expression by at least 2-fold between WT and *IL15Δ/Δ* implantation sites. Genes that were upregulated in *IL15Δ/Δ* rats compared to WT rats were unexpectedly linked to neurological and sensory pathways. Since gene expression profiling was performed on the entire implantation site (including embryonic tissue), upregulated genes may reflect changes in early nervous system development. However, since the decidua is the major component of the implantation site at this stage of pregnancy, it is also possible that upregulated genes have additional functions in the decidua and pregnancy maintenance unrelated to their roles in neurological development. For example, the gene *Crym*, which is a member of the crystallin family studied extensively in the context of central nervous system development, lens formation, auditory function, and thyroid hormone regulation (Slingsby and Wistow, 2014), was upregulated in *IL15Δ/Δ* implantation sites. 

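Genes of the early nervous system did not pass the test of the list in these arrays. Of 20 early neural development genes, none passed at an adjusted p under 0.05 from limma over all probes or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median log2 difference of the list was -0.18 (camera, adjusted p = 0.0926), and 14 of the 20 genes had a difference below 0. Without WT replicate 1 the list was lower (adjusted p = 0.0276, range over the alternatives 0.0276 to 0.395). Ncam1, a neural cell adhesion molecule, differed by -0.62. One of the 20 genes had a higher group mean above the median of all probes. Of 22 epiblast and mesoderm genes, none passed either way and 1 was lower at an unadjusted p under 0.05 (camera, adjusted p = 0.497, median -0.080). One of these 22 genes also had a higher group mean above the median of all probes.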

Crystallins have been identified in mouse and rat deciduas and protect decidual cells from oxidative and inflammatory stress-induced cell death (Iwaki et al., 1990; Zuo et al., 2014). Also upregulated in *IL15Δ/Δ* implantation sites was *Gria4*, a gene that encodes glutamate receptor 4 (GRIA4). While GRIA4 has primarily been implicated in neurotransmission and cognitive function, a role for GRIA4 has been described in preimplantation embryo development and in the context of pregnancy pathologies (Yeung et al., 2016; Špirková et al., 2022). 

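Il2rb, a receptor chain for IL-15, and Ccl5, a chemokine of lymphocytes, fell in IL15Δ/Δ implantation sites. Il2rb went from a log2 signal of 9.00 ± 0.59 (SD, n = 3 dams) in WT to 4.02 ± 0.18 (SD, n = 3) in IL15Δ/Δ, a log2 difference of -4.98 (standard error 0.32, adjusted p = 0.00024 from limma). Ccl5 went from 6.84 ± 0.65 to 4.01 ± 0.14 (SD, n = 3), a difference of -2.83 (standard error 0.33, adjusted p = 0.0176 from limma). With signals below the 25th percentile of each array raised to it, the adjusted p of Ccl5 was 0.192, and without moderation of the variances it was 0.658, in a range from 0.00288 over the alternatives. Of the fits that leave out 1 dam, Ccl5 passed in the one without WT replicate 3 alone, and its adjusted p was 0.0871 to 0.138 in the others. Of 19 genes of the IL-15 receptor and JAK-STAT signalling, Il2rb alone was lower over all probes and when adjusted over the list alone. Il2rg, the receptor chain shared by several interleukins, had a log2 difference of -0.81 (adjusted p = 0.973 from limma). The list was lower (camera, adjusted p = 0.00427, median -0.22), with adjusted p = 0.392 with an estimated correlation and a range from 0.000285 to 0.392 over the alternatives. Without WT replicate 2 its adjusted p was 0.0777 and its median -0.083, and without IL15Δ/Δ replicate 3 the median was -0.11. Of 47 chemokines and chemokine receptors, Ccl5 alone was lower both ways (camera, adjusted p = 0.0926, median -0.11), and without WT replicate 1 the list was lower (adjusted p = 0.0418, range over the alternatives 0.0418 to 0.679). Cxcr3, a receptor of activated lymphocytes, differed by -0.97 (adjusted p = 0.948 from limma), or by -0.22 with the floor at the 25th percentile. Of 14 NK and innate lymphoid transcription factors, none passed either way and 1, Tox, was lower at an unadjusted p under 0.05 with a difference of -0.69 (camera, adjusted p = 0.259, median -0.12). Eomes, which the paper reports as lower, has no named probe here and is not among these 14. Among probes with a mean above the median this list of factors was lower (adjusted p = 0.0403, range over the alternatives 0.0403 to 0.483). Il2rb and Ccl5 were seen in Table 3, so their lists are not independent evidence.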

Genes that were significantly downregulated in *IL15Δ/Δ* rat implantation sites compared to WT included *Prf1*, *Ccl5*, *Eomes*, *Gzmb* and *Il2rb*, which have all been implicated in NK cell development and function (Kim et al., 2011; Gordon et al., 2012; Fernandez et al., 2019), supporting the notion that diminished uterine NK cell number is a major feature of *IL15Δ/Δ* rat implantation sites.

PRF is a pore-forming cytolytic protein found in both T cells and NK cells (Kägi et al., 1994). Since the decidua lacks a prominent cytotoxic T cell population, we utilized PRF as a marker of uterine NK cells. *Prf1*/PRF was consistently decreased at both the transcript and protein level in *IL15Δ/Δ* implantation sites, corroborating that *IL15Δ/Δ* rats are devoid of uterine NK cells (Renaud et al., 2017). Similarly, studies that have disrupted either IL-15 or its receptor in mice also report reduced PRF in decidua (Bany et al., 2012). We further demonstrated that PRF-positive cells are prominent in WT rats in both the decidua basalis as well as adjacent to the ectoplacental cone, and that PRF-positive cells are reduced at both sites in *IL15Δ/Δ* rats. Notably, there appeared to be altered morphology or size discrepancies of cells in the WT and *IL15Δ/Δ* implantation sites. We conjecture that this may be due to the lack of uterine NK cells leading to altered decidual structure or cellular composition (Croy et al., 1997). Since the ectoplacental cone will ultimately give rise to the placental junctional zone (where invasive trophoblasts arise), it is enticing to speculate that uterine NK cells may directly influence junctional zone formation during early placental development. This may be achieved through direct receptor-ligand interactions as has been suggested in humans and mice (Gaynor and Colucci, 2017), as well as paracrine signaling networks and alterations to the decidual environment like matrix deposition, angiogenesis, and oxygen delivery. Further studies are warranted to uncover how uterine NK cells modify this aspect of placentation.

One of the most robustly downregulated genes in *IL15Δ/Δ* rat implantation sites was *Spp1*, the gene encoding OPN. OPN is a prime candidate as a potential regulator of placental development, due in part to its known role as a regulator of cell invasion (Qi et al., 2014; Wu et al., 2015) and its altered expression patterns in pregnancy complications (Xia et al., 2009; Özer et al., 2018; Long et al., 2019). OPN was robustly detected within the decidua basalis and adjacent to the ectoplacental cone, areas in which PRF staining was evident. Moreover, staining for OPN frequently colocalized with PRF, highly suggesting that NK cells are the main cellular source of OPN in the rat decidua. Consistent with this finding, OPN strongly localizes to uterine NK cells in mice (Nomura et al., 1988; Herington and Bany, 2007; Kramer et al., 2021). OPN staining was not readily detectable in the decidua of *IL15Δ/Δ* rats, which is similar to findings observed in the decidua of mice lacking IL-15 (Herington and Bany, 2007). Of note, OPN was also readily detectable in uterine glands at the periphery of the implantation site, where levels appeared unchanged between WT and *IL15Δ/Δ* rats. Previous research has identified OPN in uterine glands in multiple species including humans, non-human primates, rodents, sheep, pigs, and goats, indicating that the production of OPN by uterine glands is conserved among many mammals and is regulated by sex hormones (Ashworth and Bazer, 1989; Brown et al., 1992; Fazleabas et al., 1997; Garlow et al., 2002; Girotti and Zingg, 2003; Johnson et al., 2003; Joyce et al., 2005). Nevertheless, our results indicate that there are at least two sources of OPN production (glandular and uterine NK cell-derived) in the mid-gestation rat implantation site.

OPN is a matricellular phosphoprotein that is produced and secreted into the extracellular space to modulate cell function through interacting with molecules such as matrix proteins, CD44, and RGD-binding integrins including αvβ3 and α5β1 (Icer and Gezmen-Karadag, 2018). OPN-integrin interactions mediate implantation, blastocyst attachment, trophoblast proliferation, trophoblast invasion, and fetal growth in various species (Wu et al., 2015; von Wolff et al., 2004; Johnson et al., 2014; Qi et al., 2014; Zhou et al., 2016; Wang et al., 2018; Fu et al., 2017). Using a rat TS cell model, we showed that transcripts encoding the OPN-binding integrin subunits αv, α5, β1, and β3 were all increased when TS cells were differentiated for 6 days, and that neutralizing OPN from media conditioned by cells isolated from the decidua decreased trophoblast invasion. Therefore, OPN appears to exert a pro-invasive effect on *in vitro* differentiated rat trophoblasts. It should be noted that different forms of OPN have been described, including intracellular (not secreted) and nuclear (Kanayama et al., 2017; Icer and Gezmen-Karadag, 2018; Mahmud et al., 2020). Intracellular OPN has been described in peripheral NK cells with a critical role in IL-15 signaling as well as NK cell maturation and survival (Leavenworth et al., 2015). It is possible that the reduced levels of *Spp1* in *IL15Δ/Δ* rat implantation sites may be due, at least in part, to the lack of intracellular OPN. Further studies are warranted to determine whether intracellular OPN mediates IL-15 signaling in rat uterine NK cells.

We next isolated cells from the deciduas of WT animals. Isolation of uterine NK cells has been reported in human and mouse models. In rats, peripheral NK cells have been collected from late gestation placentas (Shields et al., 2018), but the enrichment of uterine NK cells has yet to be reported. Previous isolations of human uterine NK cells note expression of CD56, NKp46, and KIR2DL1, as well as granzymes A and B (Vacca et al., 2006). Here, we report that non-adherent cells isolated from the decidua are enriched in transcripts associated with NK cells including *Ccl5*, *Klrb1f*, and *Prf1*, whereas adherent cells expressed *Vim* and had morphologies consistent with decidual stromal cells. Higher expression of *Spp1* was detected in the non-adherent cells, providing further evidence that uterine NK cells are the main source of OPN in the GD 9.5 rat decidua. We cannot confirm at this point if other cell-types are present along with NK cells in the non-adherent population. Viability of non-adherent cells was best when cocultured with adherent cells, suggesting that NK cells (and potentially other non-adherent cells) may require signals from decidual stromal cells (Dunn et al., 2002; Yang H. L. et al., 2019). NK cells isolated from human decidua show increased expression of various cytokines and growth factors (i.e., *Vegfc*, *Cxcl10*, *Cxcl11*) when cocultured with trophoblasts or endothelial cells, which may influence their activation and survival (Lash et al., 2011; Gong et al., 2014). In future experiments it would be interesting to further isolate constituents of the decidua and decipher cell-specific contributions to the regulation of trophoblast invasion.

OPN has been implicated in inflammatory environments, and while it exists as a component of the extracellular matrix, it also functions as a cytokine (Lund et al., 2009). In human decidual tissue, the number of uterine NK cells positively correlates with the levels of secreted OPN, indicating a relationship between uterine NK cells and OPN, and a possible role for OPN in recruiting uterine NK cells to the pregnant uterus (Qu et al., 2008). Notably, the same study also reported reduced OPN levels in cases of recurrent spontaneous abortion corresponding with decreased uterine NK cell numbers. Combined with our findings of OPN produced by both NK cells and glands, it is possible that OPN contributes to a positive feedback loop mediated through IL-15 signaling to facilitate recruitment and maintenance of uterine NK cells during pregnancy. Consistent with this possibility, in mice OPN promotes the expansion of common lymphoid progenitor cells from which NK cells arise (Kanayama et al., 2017). OPN may thus exert multiple functions at the maternal-fetal interface, including recruitment, maintenance, and survival of uterine NK cells as well as effects on junctional zone formation and placental development.

This study has several limitations. First, our study focused on GD 9.5 because NK cells are prevalent at this time and placentation is in its nascency. Additional experiments over the course of gestation would be informative. Second, while our study provides insights into gene expression differences between WT and *IL15Δ/Δ* implantation sites, and many of these differences appear to be related to the reduced number of uterine NK cells in *IL15Δ/Δ* rats, we were unable to delve further into distinct NK cell subsets or maturation status. Wider availability of antibodies targeting rat proteins and newer technologies such as single cell RNA sequencing or cellular indexing of transcriptomes and epitopes followed by sequencing may enable a more robust investigation of uterine NK cell subsets in rats. It is important to note that gene expression profiling was performed on whole GD 9.5 implantation sites (which included the developing embryo). 

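Smooth muscle genes were lower as a group in IL15Δ/Δ implantation sites. Of 15 smooth muscle genes, none passed at an adjusted p under 0.05 from limma over all probes or when adjusted over the list alone, 4 were lower at an unadjusted p under 0.05 and 13 had a difference below 0. Actg2, a smooth muscle actin, had a log2 difference of -1.28, Lmod1, an actin-binding protein of muscle, of -1.16 and Cnn1, the contractile regulator calponin, of -0.99. The list was lower (camera, adjusted p = 8.66e-06, median -0.65), with adjusted p = 0.392 with an estimated correlation and a range from 1.39e-07 to 0.392 over the alternatives. Without IL15Δ/Δ replicate 1 the median was -0.37. Ribosomal protein genes, 71 in number, were slightly higher as a group (camera, adjusted p = 0.0361, median 0.13), with adjusted p = 0.690 with an estimated correlation, a range from 1.24e-08 to 0.838 over the alternatives, and 0 members at an unadjusted p under 0.05. Without WT replicate 2, WT replicate 3, IL15Δ/Δ replicate 1 or IL15Δ/Δ replicate 3 their adjusted p was 0.421, 0.110, 0.469 or 0.838. The median was 0.030 without WT replicate 2, and 0.057, 0.31 and 0.052 without IL15Δ/Δ replicates 1, 2 and 3. No member of the following lists passed from limma over all probes or when adjusted over the list alone, and none of these lists passed with camera. The median log2 difference was -0.037 for 32 decidual stromal genes, 0.020 for 20 uterine gland and epithelial genes and 0.15 for 37 trophoblast genes. It was 0.077 for 27 endothelial and angiogenic genes, -0.063 for 29 matrix proteases and inhibitors and 0.15 for 20 visceral endoderm and yolk sac genes. It was 0.18 for 15 hemoglobin and erythroid genes, 0.13 for 21 cell cycle genes and -0.067 for 23 hypoxia and glycolysis genes. It was -0.053 for 13 reference genes, and 0.0083 for 2 Y-linked genes, too few for the test of a list. Erythroid genes passed without IL15Δ/Δ replicate 3 (adjusted p = 0.0126, range over the alternatives 0.0126 to 0.696), and cell cycle genes without IL15Δ/Δ replicate 2 (adjusted p = 0.0233, range 0.0233 to 0.959).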

The Clarion S gene expression array data is, therefore, expected to also include expression changes in the embryo, in addition to the placenta, decidua and uterine wall. Finally, our study selected one transcript that was differentially-expressed between WT and *IL15Δ/Δ* implantation sites, *Spp1*/OPN, for further investigation. We determined that OPN is produced by NK cells (and uterine glands), and appears to promote invasion of rat trophoblasts *in vitro*. However, *in vitro* experiments do not recapitulate the complex physiological environment at the utero-placental interface, and it is possible that NK cell-derived OPN exerts a more complex function *in utero*, such as altering trophoblast proliferation and differentiation patterns. Indeed, the absence of NK cells in *IL15Δ/Δ* rats is associated with enhanced junctional zone development and precocious trophoblast invasion, which is paradoxical to OPN’s pro-invasive effect on rat trophoblasts *in vitro*. Additional NK cell-derived products may contribute to the regulation of trophoblast differentiation and invasion, and the summative effect of NK cells on trophoblast functions may be the convergence of multiple signals.

In summary, we have profiled gene expression changes in the rat implantation site between WT and *IL15Δ/Δ* rats. We further showed that OPN is produced by uterine NK cells, and we speculate that it may play a role in controlling processes related to placentation and decidualization. Our discoveries provide new insights into the roles of IL-15 in pregnancy, and by extension provide a detailed characterization of uterine NK cells in rats. Given the advantages of the rat as an experimental model of hemochorial placentation exhibiting deep trophoblast invasion, findings from this study advance our understanding of the complex cellular dynamics of the maternal-fetal interface.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus accession number: GSE216395.

How the deposited data were processed for this re-analysis (not part of the article)

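RNA from whole implantation sites of 3 WT and 3 IL15Δ/Δ rats on GD 9.5 was measured on Clariom S rat arrays, with 1 array per dam. The authors deposited log2 values, 1 per probe and array. The paper names SST-RMA in the Transcriptome Analysis Console and the series design names RMA in another console, and both give background-corrected values normalized between arrays. The values run from 1.39 to 19.93. No further normalization and no filter on dim probes was applied. Gene names were taken from the array's table, which names 15049 of 23188 probes for 15037 genes, and a gene with several probes was given by the probe with the highest mean. Among the probes, 469 share all 6 values with another probe.

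The groups were compared with limma 3.58.1 in R 4.3.3, by a linear model per probe with moderated variances, and p was adjusted by Benjamini and Hochberg over all 23188 probes. Counts were made at an adjusted p under 0.05 and at the thresholds of the paper, a fold over 2 with an unadjusted p under 0.05. Single genes were also tested by exact permutation of the 6 arrays, for which the smallest 2-sided p is 0.1. The tests, 34 gene lists, the rule for named genes and most alternatives were set before the data were examined, when Tables 2 and 3 of the paper had been seen. Each list with at least 5 measured genes was tested by limma's camera with a preset correlation of 0.01, and again with an estimated correlation and with fry. Genes named are those the paper names, those with the largest differences past the test (up to 10 each way), and up to 4 members of each list with the smallest p. Zp3 was named after its values were seen. Of the genes in Tables 2 and 3, 12 have no named probe, among them Chpt1 and Eomes, and were not analysed by name. Probes without a gene name were still tested among the 23188.

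The analysis was tested on simulated data with 200 changed probes of 23188. At a log2 change of 1, 0% were recovered, and at 2, 3 and 4 it was 78%, 92% and 98%, with 5 false calls among 139. The real arrays gave 19 calls, and with fewer calls the adjustment asks for a smaller p. These shares may therefore overstate the recovery in the real arrays. The number of arrays limits the precision. The dam numbers were checked as pairs, since after subtraction of group means the arrays with the same number correlated at 0.20, 0.11 and 0.14, above those with different numbers. A fit with dam number as a block was therefore given beside results that it ends. The alternatives were quantile normalization, median centring, filters on dim probes (a mean above the median of all probes, or a higher group mean of at least 6), a floor at the 25th percentile of each array, an intensity trend, robust moderation, no moderation, array weights, the block, other thresholds, and leaving out each dam in turn. Tukey biweight averages and the counting of probes with the same values once were added after the data were seen. Intervals of medians at 95% came from 10000 bootstrap draws of the genes and hold no spread between dams. Neighbours of a gene were taken from the reference annotation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3.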

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

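The tests of oocyte RNA, of linkage to Il15, of sensory receptor genes as a group, of single sides of the splits, of the loss of all leukocytes and of mast cells, and the split tests of both counts of probes, were chosen after the results were seen. The intervals of medians below come from draws of genes and hold no spread between dams.

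Gene lists differed as groups between genotypes, in a test of lists that the paper does not report. Of the 7 lists given here, pan-leukocyte genes alone passed with an estimated correlation. The median log2 difference was -1.12 for pan-leukocyte genes, -0.30 for T cell markers, -0.20 for macrophage and dendritic cell markers and -0.24 for interferon-gamma response genes. It was 0.54 for liver acute phase genes, -0.65 for smooth muscle genes and 0.13 for ribosomal protein genes. With 1 dam left out, several medians moved by more than 1.5 times. They were -0.53, -0.18 and -0.50 for T cell markers without WT replicate 1, WT replicate 3 and IL15Δ/Δ replicate 1, -0.36 for macrophage markers without WT replicate 1, and -0.11 and -0.093 for interferon-gamma response genes without WT replicate 1 and IL15Δ/Δ replicate 2. They were 0.84, -0.12 and 1.05 for acute phase genes without IL15Δ/Δ replicates 1, 2 and 3, -0.37 for smooth muscle genes without IL15Δ/Δ replicate 1, and 0.030, 0.057, 0.31 and 0.052 for ribosomal protein genes without WT replicate 2 and IL15Δ/Δ replicates 1, 2 and 3.

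Zp2 and Crym, which are neighbours in the annotation, had higher means in IL15Δ/Δ implantation sites, although Crym did not pass (adjusted p = 0.948 from limma). The other 17 oocyte and germ cell genes did not rise as a group. Their median log2 difference was 0.057 (interval -0.063 to 0.26), below the bound of 1 set for RNA of oocytes in the pools. Most of them were dim, and 2 of the 17 had a higher group mean above the median of all probes. A contribution of oocyte RNA was therefore left undecided. The oocyte genes Gdf9 and Zp3 had a mean signal of 3.44 and 3.43 in IL15Δ/Δ. A shift of the whole region is argued against by its 20 nearest named probes, whose median was 0.11 (interval -0.020 to 0.17). Alleles linked to the mutated Il15 gene are argued against too, as 0 of 1 region lay near Il15 and both genes lie on another chromosome. A difference in diet, genetic background or local regulation of the 2 genes stays open and untested.

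The probes higher in IL15Δ/Δ past a fold of 2 and an unadjusted p under 0.05 held many dim and sensory receptor genes. No rise of the olfactory receptor genes as a group was seen. Their median was -0.057 (interval -0.077 to -0.030), with 455 genes above 0 and 602 below. A rise of sensory receptor genes as a group was still left undecided. Of the 1057 olfactory receptor genes, 23 had a higher group mean above the median of all probes, and the median was 0.063 among members with a higher group mean of at least 6. Noise of dim probes stays a candidate for part of them, but the share of dim probes does not decide it. Of these probes 56.45% were dim (interval 43.26 to 69.01), against 40.1% of the lower probes and 48.5% of all probes. The interval includes both 48.5 and 50. Noise is also a candidate explanation for part of the sensory receptor genes, whose share of named probes past the thresholds in both directions had a median of 13.4% over the 9 other splits (3.59 to 31.9, and 11.8% in the real split), above their share of all named probes in 8 of 9, and on single sides of these splits 0.667% to 52.2%, with 2 of 18 sides as large as the 30.6% of the higher side. These tests leave a change in single receptor genes open.

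Pan-leukocyte genes were lower in IL15Δ/Δ, and so were the proteases Mcpt8 and Mcpt9 when adjusted over their list alone, although not over all probes (adjusted p = 0.103 and 0.142 from limma). A loss of mast cells could not be decided, since 4 of the other 14 mast cell and basophil genes had a higher group mean above the median of all probes, although their median was 0.30 (interval 0.11 to 0.50). Macrophage and dendritic cell markers fell less than pan-leukocyte genes. Among genes with a mean above the median of all probes, the median of 12 such markers lay 1.08 above that of 12 pan-leukocyte genes (interval 0.26 to 1.95). Over all members it lay 0.92 above (0.54 to 1.58). This does not exclude a loss of all leukocytes in the same proportion. The test was changed more than once after results were seen, and its pan-leukocyte genes hold Laptm5 and Lcp1, which the study chose on the same arrays. It replaced an earlier test, whose bound of -0.56 was not excluded by T cell markers (median -0.30, interval -0.68 to -0.010). The earlier test was also left undecided by the 12 macrophage and dendritic cell markers used here, whose median was -0.27. A smaller loss of T cells or macrophages therefore stays open, and most T and B cell markers were too dim to decide. A lower number of NK cells stays open in these arrays and goes with the staining of perforin-positive cells in the paper, whereas lower transcript levels per cell were not tested.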

How the results depend on the processing

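The Tukey averages and the counting of probes with the same values once were chosen after the data were seen. The direction of Spp1, Prf1, Ccl5, Crym, Il15, the NK list and the pan-leukocyte list was the same under every alternative that gave a value. The cause of the changes that follow was not tested, except as stated here. Filters leave fewer probes, left-out dams fewer arrays, and the floor replaces low signals. The main counts are 19 probes with an adjusted p under 0.05 (1 higher, 18 lower), 209 past the thresholds of the paper (62 higher, 147 lower) and 10 lists. Among probes with a mean above the median the counts were 12 (0 higher) and 88 (21 higher, 67 lower). With a higher group mean of at least 6, they were 108 (25 higher, 83 lower) past the thresholds and 6 lists. Visceral endoderm and yolk sac genes turned to -0.27 under either filter, and olfactory receptor genes to 0.063 under the latter. With the floor at the 25th percentile, 0 higher probes had an adjusted p under 0.05, 120 (25 higher, 95 lower) passed the thresholds, and Ccl5 lost its call at -2.65. There Or52s1, the Zp3 gene and the lists of B cell, NK cytokine, uterine gland, neuronal and oocyte genes took -0.017 (Zp3 -0.017). A gene below the floor on every array takes this value, which is not a measured change. It is the gap between the mean floors, at 4.14, 4.22 and 4.22 in WT and 4.13, 4.26 and 4.14 in IL15Δ/Δ. Robust moderation gave 32 (2 higher, 30 lower). No moderation gave 0 (0 higher, 0 lower, limma with 1173 at an unadjusted p under 0.05) and 136 (33 higher), and ended the calls of Spp1 (-4.69), Prf1 (-7.96) and Ccl5 (-2.83). The block gave 0 higher probes, as did an adjusted p under 0.01. A fold over 1.5 gave 1020 (439 higher, 581 lower), and a fold over 2 with an adjusted p under 0.05 gave 19 (1 higher, 18 lower). Both the estimated correlation and fry gave 2 lists. With Tukey averages Cd44 turned to 0.038, Itgb3 to -0.34 and Fgb to -0.047. At an adjusted p under 0.05, 0 of 1 higher probe was dim, against 1 of 18 lower probes (5.56%), too few to compare. Leaving out each dam gave 11 to 16 probes with an adjusted p under 0.05 (0 to 1 higher, 11 to 16 lower), 235 to 425 past the thresholds (85 to 158 higher, 150 to 267 lower) and 4 to 13 lists, with 4 without WT replicate 2 and 6 without WT replicate 3. The highest counts past the thresholds came without IL15Δ/Δ replicate 2 (425), WT replicate 1 (365) and IL15Δ/Δ replicate 3 (338). Over the left-out dams Ccl5 ranged from -3.19 to -2.56, Fgb from -0.047 to 2.17, Itga5 from -0.32 to 0.12, Itgb3 from -0.35 to 0.25 and Zp3 from -0.13 to 0.32. The list medians ranged from -0.055 to 0.17 (B cell), -0.017 to 0.28 (cell cycle), -0.0033 to 0.070 (NK cytokines), -0.0075 to 0.20 (neuronal), -0.13 to 0.058 (hypoxia), -0.12 to 1.05 (acute phase), -0.097 to -0.020 (olfactory), -0.12 to 0 (reference), -0.076 to 0.087 (gland) and -0.11 to 0.27 (yolk sac).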

Differences from the paper's values

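The comparison with Tukey biweight averages was chosen after the values were seen. No count or value of the paper differed from the present one by both more than 1.5 times and the spread between IL15Δ/Δ dams. Zp2 comes closest. The paper's fold is 31.18 and the present one is 20.0, with a spread between IL15Δ/Δ dams of 13.1, and the fold was 30.7 without IL15Δ/Δ replicate 1 and 31.2 with Tukey biweight averages. It differed from the paper's by more than that spread with the floor at the 25th percentile (10.8), without WT replicate 2 (17.4), without IL15Δ/Δ replicate 2 (16.9) and without IL15Δ/Δ replicate 3 (15.5). Of 27 folds compared, those of Gria4, Or52s1, Hormad1, Or6c33, Prf1, Il2rb, Fcrl6 and Ccl5 also differed from the paper's by more than the spread between IL15Δ/Δ dams, all by less than 1.5 times. When the spread between WT dams is counted as well, this holds for 3, Gria4, Or52s1 and Hormad1. Among the alternatives set before the data were examined, the fit without WT replicate 2 took Or52s1, Hormad1, Or6c33 and Fcrl6 within that spread of the paper's fold, and the fit without WT replicate 3 took Gria4 and Il2rb there. Without WT replicate 3 the folds of Prf1 and Ccl5 were -318 and -9.11, at or past the paper's -318.00 and -7.97. The fit without IL15Δ/Δ replicate 1 took Ccl5 within its spread, the fit without IL15Δ/Δ replicate 3 and quantile normalization took Or52s1 there, and the floor at the 25th percentile, array weights and the fit without IL15Δ/Δ replicate 3 took Fcrl6 there. Hormad1 is listed by the paper among the higher genes past its thresholds, but its fold here was 1.98, under 2. It passed with array weights (2.03), without WT replicate 2 (2.55) and without IL15Δ/Δ replicate 3 (2.20). With Tukey biweight averages, chosen after seeing the values, it passed, and none of the paper's 27 genes compared was dropped. With these averages 258 probes passed the thresholds (93 higher, 165 lower), against 209 (62 higher, 147 lower) with plain means and the paper's 257 (91 higher, 166 lower). Array weights gave 242 (85 higher, 157 lower). The total reached the paper's in each fit that leaves out 1 dam (263 to 425), except for 235 without WT replicate 2. Of 54 group means in Tables 2 and 3, 52 matched Tukey averages within 0.01 and 11 matched plain means.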

Other observations

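The split tests of the counts of probes were chosen after the results were seen, and the values of single genes below are given with no explanation.

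Itgb1, an integrin subunit that binds osteopontin, had a log2 difference of -1.82 (standard error 0.32, adjusted p = 0.174 from limma), from 16.79 ± 0.12 (SD, n = 3 dams) in WT to 14.96 ± 0.62 in IL15Δ/Δ. It passed without IL15Δ/Δ replicate 3, at -2.16 (adjusted p = 0.0469), and with robust moderation (adjusted p = 0.0409), in a range up to 0.920 over the alternatives. Of 8 osteopontin receptor genes, none passed over all probes and Itgb1 alone was lower when adjusted over the list alone (camera, adjusted p = 0.229, median -0.12). Cd44, Itga5 and Itgb3 differed by -0.18, -0.067 and 0.040. Hamp and Fgb, which the liver makes, did not pass. Hamp had log2 signals of 7.64, 8.42 and 4.59 in IL15Δ/Δ against a WT mean of 5.66, and a difference of 1.22 (adjusted p = 0.973 from limma), which ranged from 0.45 to 2.37 over the alternatives. Fgb had log2 signals of 3.93, 8.36 and 4.43 against a WT mean of 4.23, and a difference of 1.35 (adjusted p = 0.973 from limma), which ranged from -0.047 to 2.17. The probes without a gene name that fell had log2 differences between -11.19 and -1.91. Of the tests of single chromosomes for an unequal share of probes with an adjusted p under 0.05, chromosome 15, with Lcp1, Gzmc and Gzmb, had the smallest p (Fisher's exact test, p = 0.00488, adjusted p = 0.107). These tests cover named probes alone. They leave out the 6 probes without a gene name that fell, the one with the same values as Gzmc among them.

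The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 19 probes with an adjusted p under 0.05, and the highest of the other splits gave 1. It gave 209 probes past a fold of 2 and an unadjusted p under 0.05, and the highest other gave 318. As large were 1 split, the real one, for the first count and 3, the real one included, for the second. The real split gave 10 lists past camera, and the highest other gave 8. The size of the median was 0.93 for the NK list (highest other 0.61), 1.12 for the pan-leukocyte list (highest other 0.55) and 0.65 for the smooth muscle list (highest other 0.64), each with 1 split as large. The split with 318 probes mixes WT replicate 1 with IL15Δ/Δ replicates 1 and 2. Of the splits that part all 3 pairs of dam numbers, the others gave 79 to 98 probes past the thresholds, with up to 59 on one side, and 0 with an adjusted p under 0.05, with up to 867 at an unadjusted p under 0.05 from limma. In these other splits 2 to 3 lists passed camera. The size of the median reached 0.61 for the NK list, 0.46 for the pan-leukocyte list and 0.30 for the smooth muscle list.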
